# Multi-Omics Analysis of the Gut-Liver Axis Reveals the Mechanism of Liver Injury in Colitis Mice

**DOI:** 10.3389/fimmu.2021.773070

**Published:** 2022-01-06

**Authors:** Luoyi Zhu, Xin Zong, Xiao Xiao, Yuanzhi Cheng, Jie Fu, Zeqing Lu, Mingliang Jin, Fengqin Wang, Yizhen Wang

**Keywords:** IBD, liver injury, gene regulation, gut microbiota, host-microbe interactions

## Abstract

Liver injury is a common complication of inflammatory bowel disease (IBD). However, the mechanisms of liver injury development are not clear in IBD patients. Gut microbiota is thought to be engaged in IBD pathogenesis. Here, by an integrated analysis of host transcriptome and colonic microbiome, we have attempted to reveal the mechanism of liver injury in colitis mice. In this study, dextran sulfate sodium (DSS) -induced mice colitis model was constructed. Liver transcriptome showed significant up- and down-regulation of pathways linked to immune response and lipid metabolism, respectively. Whilst the colon transcriptome exhibited dramatic alterations in immune response and pathways associated with cell growth and death. The microbiota of DSS-treated mice underwent strong transitions. Correlation analyses identified genes associated with liver and colon injury, whose expression was associated with the abundance of liver and gut health-related bacteria. Collectively, the results indicate that the liver injury in colitis mice may be related to the intestinal dysbiosis and host-microbiota interactions. These findings may provide new insights for identifying potential targets for the treatment of IBD and its induced liver injury.

## Introduction

Inflammatory bowel disease (IBD) including ulcerative colitis (UC) and Crohn’s disease (CD) is a chronic intestine inflammatory disease characterized by low mortality and intractable cure (1). Nowadays, IBD has become a worldwide epidemic due to the persistent rise in its incidence, and the burden of IBD poses a challenge to health care systems (2). Of even greater concern is that IBD increases the risk of multiple complications (3, 4). Therefore, reducing the occurrence of IBD will provide a positive effect on human and animal health as well as social development. The onset of IBD is mediated by a variety of factors such as microbes (5), genetics (6), and the external environment (7), etc., however, the exact mechanisms are not yet thoroughly elucidated.

As research on IBD continues, some researchers have observed that patients with IBD frequently suffer from liver disease (8). The development of complications may further aggravate the treatment difficulty and health risk, and yet the underlying molecular mechanisms and therapeutic targets of IBD-induced liver disease are still inadequately characterized. The development of multiple diseases is always closely linked to abnormal gene expression (9). Transcriptomic technologies are widely used in the fields of clinical diagnosis and drug development due to their usefulness in revealing the molecular mechanisms of specific biological processes and disease development through understanding gene function and gene structure (10, 11). Therefore, transcriptome sequencing analysis of liver at risk from colitis is beneficial to uncover the underlying mechanisms of its pathogenesis.

Intestinal dysbiosis often exists in patients with IBD, and the immune response of the intestinal mucosa to dysbiosis exacerbates the dysregulation of intestinal homeostasis (12). The communication of cytokines and inflammatory mediators between the gut and the liver means that dysregulation of gut homeostasis inevitably affects liver health (13, 14). The gut microbiota performs an essential role in maintaining intestinal homeostasis and regulates host gene expression (15–17). Nevertheless, the role of intestinal dysbiosis in gene expression and injury of colon and liver under the context of colitis has not been systematically reported to date.

Herein, Dextran Sulfate Sodium (DSS) -induced colitis model was employed in this study. Comparison of the colonic microbiome (16S rRNA sequencing) and differential gene expression in the colon and liver (RNA-sequencing) of the colitis and healthy group was used to discern the relevant signaling pathways and potential molecular mechanisms that lead to tissue injury. Furthermore, correlations between gut microbes and colonic and liver gene expression were identified. The aim of this study is to unravel the potential mechanisms underlying the development of colitis and its induced liver injury through exploring the potential link between microbes and host genes. These findings will not only expand our knowledge of IBD, but may also provide new avenues for finding potential therapeutic targets for the treatment of IBD and its complications such as liver disease.

## Materials and Methods

### Animal Studies

All animal experiments were approved by the Animal Care and Use Committee and the Animal Experimentation Ethics Committee of Zhejiang University (Hangzhou, China). Twelve 6-week-old C57BL/6 mice were purchased from Shanghai SLAC Laboratory Animal Co. Ltd, and the mice were housed in a specific-pathogen-free (SPF) environment with a temperature of 18- 22°C, 55± 5% humidity, and a 12-hour cycle of light/dark. After one week of acclimatization, the mice were used for the experiment. Each mouse was weighed on day 0 of the experiment and randomly divided into control (CON group) and DSS groups (6 per group). The mice in the DSS group drank sterilized water containing 3% DSS (36- 50 kDa; MP Biomedicals, California, USA) ad libitum for 7 consecutive days, and the control group drank sterilized distilled water. All mice were allowed to feed ad libitum throughout the study. The status of the mice including mental status, diarrhea and stool bleeding were recorded during the experiment and samples were collected at day 8 (**Figure 1A**).

**Figure 1:**
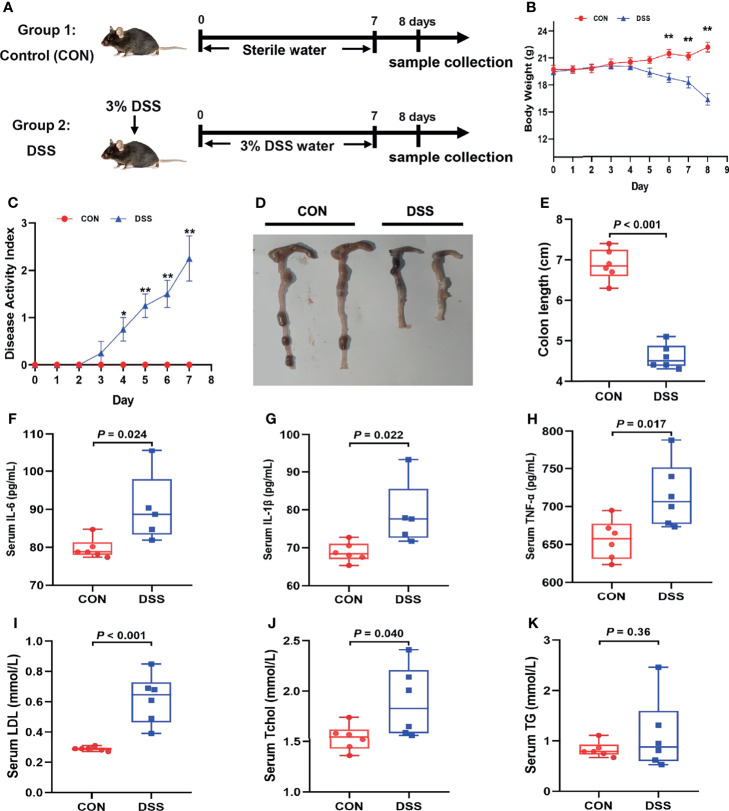
DSS-induced acute colitis, systemic inflammatory response and lipid metabolism disorders in mice. **(A)** Schedule of the experiment treatment; **(B)** Body weight loss; **(C)** Disease activity index score; **(D)** Morphological observations of colon; **(E)** Colon length; **(F–H)** The concentrations of IL-6, IL-1β and TNF-α in serum; **(I–K)** the content of LDL, Tchol and TG in serum. Data were expressed as means ± SEM (n = 5-6/group). *P < 0.05, **P < 0.01.

### Disease Activity Index (DAI)

Mice in the CON and DSS groups were scored daily using the DAI. The DAI was assessed in accordance with the standard scoring system previously defined by Wang et al. and Chen et al. (18, 19), which included body weight loss (0 = no loss, 1 = 0.1- 5%, 2 = 5- 10%,3 => 10%), stool consistency (0 = normal, 1 = regular shape but wet, 2 =mild diarrhea, 3 =diarrhea), stool bleeding (0 = no blood, 1 = little blood in stool, 2 =gross blood in the stool, 3 = blood in all stool) and mice condition (0 = normal, 1 = slightly poor condition, 2 =moderate poor condition, 3 = poor condition).

### Histologic Analysis and Histological Evaluation

After the mice were sacrificed, the length of the colon was measured. Approximately 0.5 cm of colon was fixed in 4% formaldehyde for more than 24h and embedded in paraffin, followed by slicing and staining with hematoxylin and eosin. Images of the sections were acquired using a Leica DM3000 microscope (LEICA, Wetzlar, Germany) and the crypt depth were measured using the Image J Software (NIH Image, Bethesda, MD). Histological evaluation was performed as described in previous report (20). Histological score was assessed according to the degree of inflammatory cell infiltration (0-3, from few inflammatory cells in the lamina propria to transmural extension of inflammatory cell infiltration) and tissue damage (0-3, from no mucosal damage to profound structural damage of the intestinal wall).

### Serum Cytokine Levels Analysis

The levels of serum cytokines IL-6, IL-1β and TNF-α were performed as described by the manufacturer’s instructions (Jiangsu Meibiao Biological Technology Co. Ltd., Jiangsu, China) and measured at 450 nm with a MultiskanSky Microplate Reader (Thermo Fisher Scientific, Waltham, USA).

### Detection of Serum Biochemical Parameters

The serum lipid profiles including triglyceride (TG), total cholesterol (TChol) and low-density lipoprotein (LDL) were determined using a Hitachi 7600-020 automatic clinical chemistry analyzer (Hitachi, Tokyo, Japan).

### Transmission Electron Microscopy (TEM)

The tight junctions (TJs) and microvilli in colon were observed by TEM as previously described (21). The colon was first fixed with 2.5% glutaraldehyde in phosphate buffer (0.1 M, pH 7.0) for 24 h and then rinsed 3 times in the phosphate buffer (0.1M, pH7.0) for 15 min each, then postfixed with 1% OsO4 in phosphate buffer for 1h followed by three washes in 0.1 M phosphate buffer (pH 7.0) for 15min at each step. After double fixation, samples were firstly dehydrated by a graded series of ethanol (30%, 50%, 70%, 80%) for about 15min at each step, and then with acetone graded (90%, 95%) for about 15 min each step. Finally, the samples were dehydrated twice with absolute acetone for 20 min each. The specimens were then placed in a 1:1 mixture of absolute acetone and final Spur resin mixture for 1 hour at room temperature, then transferred to a 1:3 mixtures of absolute acetone and final resin mixture for 3h and to final Spur resin mixture overnight. The specimens were heated (70°C) in Spurr resin for more than 9h. Specimens were sectioned in LEICA EM UC7 ultratome (LEICA, Wetzlar, Germany) and then stained with uranyl acetate and basic lead citrate for 5-10 minutes, respectively, and observed in Hitachi H-7650 (Hitachi, Tokyo, Japan).

### RNA Isolation and Quantitative Real Time PCR (qRT-PCR)

The qRT-PCR was performed as described by Zong et al. (22). Total RNA of colon was extracted with Trizol reagent (Invitrogen, CA, USA). The quality of the extracted RNA was evaluated using NanoDrop2000 (Thermo Fisher Scientific, Waltham) and the absorbance rates (260/280 nm) of all samples ranged from 1.8 to 2.0. The first-strand cDNA was obtained by reverse transcription reaction of 1 µg RNA using random primers with a reverse transcription kit (Invitrogen, CA, USA) following the manufacturer’s instructions. Subsequent qRT-PCR was performed on StepOnePlus Real Time PCR system (Applied Biosystems, Foster City, USA) with SYBR Green dye (Roche, Mannheim, Germany) and gene-specific primers (**Supplementary Table 1**). The target genes relative mRNA expression was analyzed by the 2-ΔΔCT method. β-actin housekeeping gene was used as normalization control.

### 16S rRNA Sequencing and Bioinformatics Analyses

The obtained colon contents were snap frozen in liquid nitrogen and stored at -80°C until 16s rRNA sequencing was performed. For 16s rRNA sequencing, first, genomic DNA was extracted from the gut contents according to the QIAamp DNA stool Mini Kit (Qiagen, Hilden, Germany) instructions and then assayed the DNA purity and integrity by NanoDrop2000 (Thermo Fisher Scientific, Waltham) and agarose gel electrophoresis, respectively. Subsequently, the V3-V4 region of 16S rDNA (338F: ACTCCTACGGGAGGCAGCA, 806R: GGACTACHVGGGT-WTCTAAT) was amplified through PCR, and the amplified products were detected by 2% gel electrophoresis and recovered by axyprep DNA gel extraction kit (Axygen, USA). Miseq libraries were then generated on the Illumina MiSeq platform (Illumina, Madison, USA) for pyrosequencing. Clean sequences with ≥97% resemblance were assigned to the same operational taxonomic units (OTUs). The free online cloud platform (https://cloud.majorbio.com/) of Majorbio (Shanghai, China) was used to analyze the data. Briefly, alpha-diversity indices including coverage index, numbers of OUT and Shannon index were analyzed by student’s t-test at OTU level. PCoA analysis was based on weighted unifrac distance algorithm (23). Significant differences in relative abundance at the phylum and genus levels were examined by Kruskal-Wallis rank-sum test. Linear discriminant analysis (LDA) effect size (LEfSe) (24) analysis was performed using the non-parametric factoria Kruskal-Wallis sum-rank test to obtain significantly different species between two groups, followed by Wilcoxon rank sum test between two groups to detect between-group differences, and finally LDA was applied to estimate the effect of each species abundance on the differences. PICRUSt2 (25) was applied to predict the function of the gut microbiota.

### RNA Sequencing and Data Analysis

RNA sequencing analysis was performed on pertaining samples as described by Kong et al. (26). Total amount and integrity of RNA extracted from mouse liver and colon tissues were accurately detected with an Agilent RNA 6000 Nano Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). For library preparation, double-stranded cDNA derived from total RNA as template was used for PCR amplification, then PCR products were purified using the AMPure XP system and library quality was assessed on the Agilent Bioanalyzer 2100 system. The qualified library preparations were sequenced on an Illumina Novaseq platform. PCA analysis based on gene expression (FPKM) of all samples. Differential expression analysis between the two groups was performed using the DESeq2 (27). To ensure accurate differentially expressed genes (DEGs) results, as previously reported noted (28, 29), genes with an adjusted P-value < 0.05 obtained using the method of Benjamini and Hochberg screened by DESeq2 and Fold change ≥ 2 were considered to be differentially expressed. The clusterProfiler R package was used to perform the DEGs in the KEGG pathway for statistical enrichment. We screened for genes enriched in immune response and lipid metabolism-related pathways by KEGG pathways enrichment analyses for the top 250 DEGs in the colon and liver. Correlations between the colonic microbiota and the screened genes were then revealed by Spearman correlation analysis.

### Statistical Analysis

All outcomes were assessed using a two-tailed Student’s t-test of SPSS version 26.0 (SPSS, Inc., Chicago, IL, USA), P < 0.05 was defined as the significance level, all data are expressed as mean ± SEM. The GraphPad Prism version 8.0 (GraphPad Prism, San Diego, California, USA) and R version 4.0.5 were applied to visualize the data.

## Results

### DSS-Induced Acute Colitis, Systemic Inflammatory Response and Lipid Metabolism Disorders in Mice

DSS is typically applied to elicit the mouse model of colitis because of the strengths of simplicity, reproducibility of induced colonic lesions, and the ability to simulate the clinical and histological features of IBD, especially ulcerative colitis (30, 31). Therefore, to investigate the potential mechanisms of the occurrence of colitis and its adverse effects on the organism, a mouse model of acute colitis was established by supplying mice with sterilized water containing 3% DSS for one week (**Figure 1A**). As shown in **Figures 1B–E**, DSS treated mice exhibited significant body weight loss, dramatic increase in DAI and remarkable shortening of colonic length in comparison with the CON group. Furthermore, serum levels of cytokines as IL-6, IL-1β and TNF-α were significantly heightened in the DSS group (**Figures 1F–H**). Interestingly, serum biochemical parameters results indicated that DSS treatment significantly elevated serum TChol and LDL levels (**Figures 1I, J**), while serum TG showed an ascending trend (**Figure 1K**). Overall, the above results suggested that DSS provoked a gross inflammatory response and lipid metabolism disorders in mice.

### DSS Treatment Induced Liver Injury and Altered Gene Expression in Mice

IBD is considered to be one of the factors affecting liver homeostasis, patients with IBD often present with symptoms of liver injury (8, 32). In this study, increased serum levels of cytokines and lipid metabolism-related indicators in the DSS group indicated impaired liver function (33, 34). Histological analysis of the liver showed swollen hepatocytes, larger nuclei, narrower hepatic sinusoids, and infiltration of inflammatory cells between the hepatic sinusoids and lobules in the DSS group (**Figure 2A**). Thus, liver transcriptome analysis was performed to further elucidate the molecular mechanisms underlying the occurrence of liver injury in a DSS-induced colitis model. 

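Liver RNA was sequenced from 3 mice of the CON group and 3 mice of the DSS group. Dextran sulfate sodium (DSS) is a sulfated polysaccharide that injures the colonic epithelium when it is drunk. The DSS mice received it at 3% in their water for 7 days, and the paper gives day 8 as the day of sampling. The libraries are named by their mouse, replicates 1, 3 and 4 in each group. The authors sequenced them on an Illumina Novaseq platform and gave the level of each gene in FPKM, fragments scaled to the exon length of the gene and to the size of the library. The paper's text does not name the aligner, the genome build or the annotation. Multiplied by the exon length of the gene in the GENCODE M21 annotation of the mouse genome GRCm38, the FPKM of a library were whole multiples of 1 step for 98.3% to 98.4% of the low values, so that the fragments behind each value could be recovered. The recovered totals on genes were 17454970, 16901373 and 16634247 fragments for CON replicates 1, 3 and 4, and 18187668, 18525561 and 18071500 for DSS replicates 1, 3 and 4. At 2 reads per fragment their mean is 35.3 M reads per liver library, while the paper states an average of 41 M mapped reads per library over the study. The values and the tests of genes use the FPKM as the authors scaled them, and the recovered fragments enter some alternative tests and the shares and checks that are given in fragments. A library of this size gives 0.0467 to 0.0630 FPKM for 1 fragment on 1 kb of exon, so a gene under 0.5 FPKM rests on few fragments. Differential expression was tested with limma, with its mean-variance trend, on log2(FPKM + 1) over the 12281 genes with a mean of at least 0.5 FPKM across the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of a gene with low FPKM. Replicates of a group were not copies of one library, since the chi-square statistic per degree of freedom between their fragments was at least 29.5.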

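In a principal component analysis (PCA) of log2(FPKM + 1) over the 25331 genes detected in at least 1 liver library, PC1 carried 68.6% of the variance and PC2 11.8%. The CON replicates 1, 3 and 4 scored -41.3, -42.0 and -39.1 on PC1, and the DSS replicates 1 and 4 scored 67.6 and 64.4. The remaining DSS library, replicate 3, scored -9.61. Every DSS library scored above every CON library, which gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 mice against 3 allow. Over all genes, DSS replicate 3 lay at a distance of 62.6 from the mean of the CON libraries, against 113 for DSS replicate 1 and 110.3 for DSS replicate 4. Its distance to the nearest other DSS library was 95.2 and to the nearest CON library 65.2, while the CON libraries lay 41.3 to 46.3 apart and DSS replicates 1 and 4 lay 64.3 apart. DSS replicate 3 was thus farther from the other DSS mice than the CON mice were from each other. With each gene scaled to unit variance, the setting that moved it most, the share of PC1 fell to 38.0% and the groups still separated on it.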

The PCA plot revealed a significant difference in the abundance of liver transcripts between the CON and DSS groups, with one sample in the DSS group being somewhat distant from the other two samples (**Figure 2B**). As shown in the volcano plot results in **Figure 2C**, when adjusted *P*-value < 0.05, Fold change ≥ 2 was used as the screening criterion, 166 genes were significantly down-regulated and 558 genes were significantly up-regulated in the DSS group compared with the CON group. 

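At the paper's thresholds for the adjusted p-value and the fold change, limma called 140 genes up-regulated and 156 genes down-regulated in the DSS livers. Before any threshold, the values of the 3 DSS mice lay wholly above those of the 3 CON mice for 1782 genes and wholly below for 2508 genes, together 34.9% of the genes tested, where 10% would be expected by chance. The counts changed strongly when 1 mouse was left out. Without DSS replicate 3, the library nearest to the CON group, 688 genes were called up-regulated and 1126 down-regulated. Without any other mouse the counts fell, from 38 and 42 without DSS replicate 1 down to 4 and 9 without CON replicate 4. These fits have fewer mice, so the fall is not particular to 1 animal. The 5 called genes with the largest increases, among those whose groups did not overlap and whose mean was at least 1 FPKM, were *Saa2*, *Lcn2*, *Mt1*, *Saa1* and *Orm2*. *Saa2* (ENSMUSG00000057465), an acute phase gene on chromosome 7 of GRCm38 from 46751790 to 46754313, rose from 3.45 ± 2.58 FPKM (SD, n = 3) in the CON group to 1822 ± 1427 FPKM (SD, n = 3) in the DSS group, a log2 fold change of 8.59 with a standard error of 0.68 and an adjusted p = 0.00578 from limma. Of its 50-base windows, 30.0% also occur in other genes, mainly *Saa1*, as do 31.5% of those of *Saa1*, so the counting of these paralogs is uncertain. The log2 fold changes of *Lcn2*, *Mt1*, *Saa1* and *Orm2* were 8.12, 7.23, 7.02 and 6.15. The 5 largest decreases were those of *Mup12*, *Mup17*, *Mup15*, *Elovl3* and *Mup21*. *Mup12* (ENSMUSG00000094793), a major urinary protein gene on chromosome 4 from 60737383 to 60741326, fell from 6784 ± 1229.9 FPKM (SD, n = 3) to 73.1 ± 122.8 FPKM (SD, n = 3), a log2 fold change of -9.01 with a standard error of 1.58 and an adjusted p = 0.0402 from limma. *Mup17*, *Mup15* and *Mup21* changed by -8.04, -7.70 and -5.36 on the log2 scale. The levels of single *Mup* genes are uncertain, because 85.4% of the windows of *Mup12*, 78.1% of those of *Mup17* and 100% of those of *Mup15* occur in other genes. The shares were 19.3% for *Mup21* and 22.7% for *Orm2*. With each mouse left out in turn, *Saa2*, *Orm2* and *Elovl3* were called in all 6 fits, whereas *Lcn2*, *Mt1* and *Mup12* were called only in the fit without DSS replicate 3.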

KEGG functional clustering analysis of DEGs revealed that DSS treatment led to a significant increase in immune response-related pathways such as “Leukocyte transendothelial migration”, “NOD-like receptor signaling pathway”, “Toll-like receptor signaling pathway” and “IL-17 signaling pathway” compared to the CON group (**Figure 2D** and **Supplementary File 1**). 

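Supplementary File 1 lists 31 different genes for these 4 pathways. Of the 28 that passed the filter on FPKM, all 28 had a higher mean in the DSS livers, with log2 fold changes of at least 0.64 and a median of 1.55. In 28 of the 31 genes every DSS mouse exceeded every CON mouse, where chance separates the groups, in either direction, for 10% of genes, and the groups overlapped for *Cxcl2*, *Gm15502* and *Nlrp12*. Only 6 of them passed both thresholds over all genes tested, namely *Icam1*, *Itgb2*, *Lcn2*, *S100a8*, *S100a9* and *Tlr2*. Adjusted over the list alone, 21 passed, but the list holds the paper's own calls on these mice and so shows no stability. The alternative that added the most calls was the fit without DSS replicate 3, which called 17 more of the genes. In the other direction, 2 genes were called with the replicate number as a block. Of the listed genes, 0 were called in all 6 fits that left out 1 mouse. For “Leukocyte transendothelial migration”, 2 of the 9 genes were called. *Icam1* (ENSMUSG00000037405) rose from a mean of 1.58 to 10.6 FPKM (log2 fold change 2.03, standard error 0.38, adjusted p = 0.0461 from limma). *Itgam* rose by 1.01 on the log2 scale without being called, and 66.3% of its windows also lie in the overlapping gene *Gm49368*. For “Toll-like receptor signaling pathway”, 1 of the 8 genes tested was called, *Tlr2* (ENSMUSG00000027995), with a log2 fold change of 1.74 (standard error 0.31, adjusted p = 0.0415 from limma). *Tlr1* was under the filter, and 15.4% of its windows occur elsewhere. For “IL-17 signaling pathway”, 3 of the 11 genes were called. *S100a8* rose from 0.753 to 59.1 FPKM and *S100a9* from 1.27 to 64.9 FPKM, with log2 fold changes of 4.76 and 4.62. For “NOD-like receptor signaling pathway”, 0 of the 12 genes tested were called, although all were higher in the DSS mice and 10 had an unadjusted p-value under the threshold. The largest of their adjusted p-values in limma was 0.263.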

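Supplementary File 1 lists 9 different genes for “Fatty acid elongation”, “Fatty acid degradation” and “PPAR signaling pathway” among those down-regulated in the liver. All 9 passed the filter on FPKM, and in each of them every DSS mouse had a lower value than every CON mouse, where chance separates 10% of genes in either direction. As with the immune response genes, the list holds the paper's own calls. Of the 9 genes, 6 passed both thresholds over all genes tested. *Acot1* (ENSMUSG00000072949), an acyl-CoA thioesterase gene, had 3.07 ± 0.244 FPKM (SD, n = 3) in the CON group and 0.372 ± 0.201 FPKM (SD, n = 3) in the DSS group, a log2 fold change of -1.58 (standard error 0.15, adjusted p = 0.00826 from limma). It shares 19.2% of its windows with other genes. The pseudogene *Adh6-ps1* changed by -1.99 (standard error 0.22, adjusted p = 0.0130 from limma). *Cyp4a12a* (ENSMUSG00000066071), a fatty acid hydroxylase gene, changed by -4.08 (standard error 0.50, adjusted p = 0.0173 from limma). *Me1* (ENSMUSG00000032418), which encodes malic enzyme, fell from 174 ± 23.2 to 32.9 ± 14.2 FPKM (SD, n = 3 each), with an adjusted p = 0.0262 from limma, and 22.9% of its windows occur elsewhere. *Aldh3a2* changed by -2.68 with a standard error of 0.60, and its adjusted p = 0.0590 from limma kept it out of the called genes. The remaining genes of the lists are *Cyp4a12b*, *Elovl3*, *Elovl5* and *Fabp2*. The 3 uncalled genes of the 9 were all called in the fit without DSS replicate 3. Of the 9 genes, 2 were called in all 6 fits that left out 1 mouse, and 5 with the replicate number as a block.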

While significant reductions were observed in the pathways involved in lipid metabolism, including “Fatty acid elongation”, “Fatty acid degradation” and “PPAR signaling pathway” (**Supplementary Figure 1A** and **Supplementary File 1**). The heatmaps displayed DEGs enriched in 4 immune response pathways (**Figures 2E–H**) and 3 lipid metabolism-related pathways (**Supplementary Figures 1B–D**). 

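The shift of each pathway group in single mice was taken as the mean over its tested genes of log2(FPKM + 1) minus the mean of the CON group. Over the 28 immune response genes, the shift was 2.61 in DSS replicate 1, 1.19 in DSS replicate 3 and 2.16 in DSS replicate 4, while the CON mice lay between -0.09 and 0.12. Over the 9 lipid metabolism genes, the shift was -3.67, -2.80 and -3.32 in the same DSS mice and between -0.07 and 0.08 in the CON mice. These genes are the paper's own calls on the same mice, so that a separation of the groups follows from their choice and was not tested. DSS replicate 3 had the smallest shift of both pathway groups among the DSS mice. From the lower lipid metabolism pathways, together with an up-regulated pathway for the regulation of lipolysis in adipocytes, the paper proposes that the liver was less able to use lipids while lipolysis rose, which would cause lipids to accumulate in the serum. The paper further hypothesizes that the colitis and the secondary liver injury could be mainly mediated through immune response and lipid metabolism pathways.

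**Figure D1:**
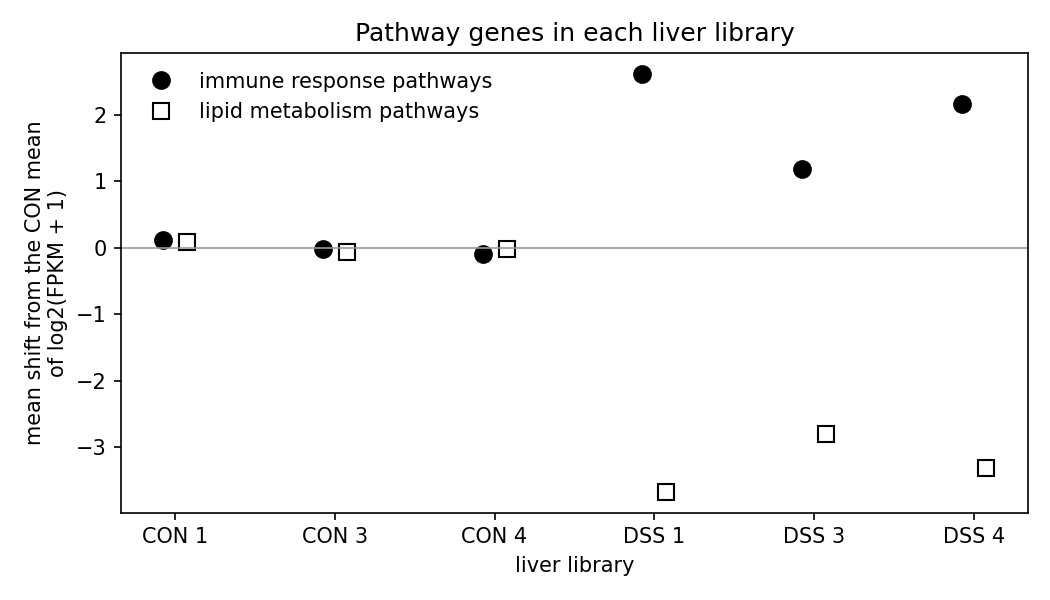
Mean shift of the immune response genes (filled circles) and of the lipid metabolism genes (open squares) in each liver library, in log2(FPKM + 1) relative to the mean of the CON libraries. The immune response genes reach 2.61 in DSS replicate 1 and 1.19 in DSS replicate 3, and the lipid metabolism genes lie at -2.80 or lower in all 3 DSS libraries.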

To validate the findings of RNA-seq analysis, a total of 11 DEGs in these pathways were selected for qRT-PCR analysis to further investigate their expression profiles. 

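In the liver RNA-seq libraries, *Itgb2* (ENSMUSG00000000290), a leukocyte integrin gene on chromosome 10 of GRCm38 from 77530252 to 77565708, had 1.74 ± 0.314 FPKM (SD, n = 3) in the CON group and 7.70 ± 1.42 FPKM (SD, n = 3) in the DSS group. Its log2 fold change was 1.66 (standard error 0.17, adjusted p = 0.0109 from limma). *Cxcl1* rose from 1.60 ± 0.256 to 94.7 ± 117 FPKM (SD, n = 3 each), a log2 fold change of 4.30 (standard error 0.94, adjusted p = 0.0567 from limma). *Cxcl2* rose from 0.0740 ± 0.0848 to 1.51 ± 1.40 FPKM (SD, n = 3 each), a log2 fold change of 1.04 (standard error 0.44, adjusted p = 0.175 from limma), and its groups overlapped (two-sided exact permutation test, p = 0.2). The libraries held 0 to 111 fragments of *Cxcl2*, so its level is less certain than that of *Cxcl1*, and 5.84% of its windows occur in *Cxcl3*. *Mapk13*, *Tnfaip3* and *Il1b* had log2 fold changes of 1.17, 1.86 and 1.03, and their adjusted p-values in limma were 0.155, 0.118 and 0.0665. *Tnf* lay under the filter at 0.0116 ± 0.0202 and 0.162 ± 0.114 FPKM (SD, n = 3 each), with at most 9 fragments in a library. In all of these except *Cxcl2*, every DSS mouse exceeded every CON mouse (p = 0.1 for each gene, the smallest that the exact permutation test allows).
Among the 4 genes with lower levels, *Elovl3* (ENSMUSG00000038754), a fatty acid elongase gene on chromosome 19 from 46131897 to 46135694, fell from 244 ± 67.0 FPKM to 0.703 ± 0.526 FPKM (SD, n = 3 each). This was a log2 fold change of -7.18 (standard error 0.31, adjusted p = 0.00151 from limma), the lowest of the 11 genes. *Cyp4a12b* fell from 21.1 ± 7.54 to 0.248 ± 0.190 FPKM (SD, n = 3 each), a log2 fold change of -4.11 (standard error 0.25, adjusted p = 0.00223 from limma), and shares 49.4% of its windows with *Cyp4a12a*. *Fabp2* and *Elovl5* changed by -2.39 and -2.94 on the log2 scale with adjusted p-values of 0.0635 and 0.0804 in limma. Their CON and DSS values did not overlap. *Mapk13*, *Tnfaip3*, *Cxcl1*, *Cxcl2*, *Il1b*, *Fabp2* and *Elovl5* were called only once DSS replicate 3 was left out, apart from *Cxcl1*, which also passed with a pseudocount of 0.1.

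**Figure D2:**
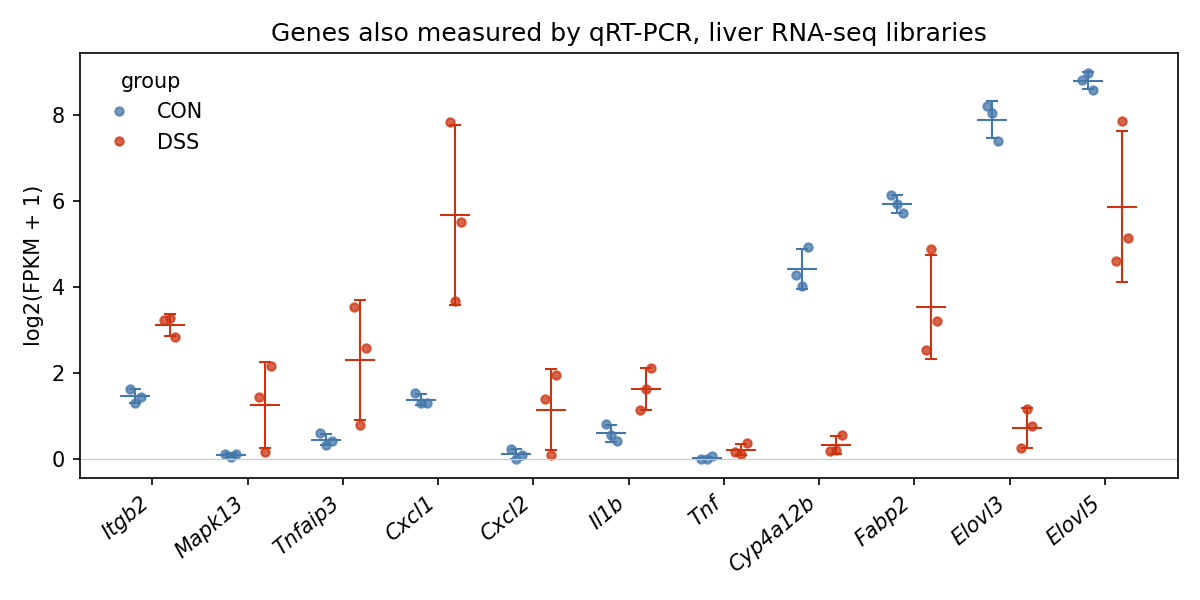
Level of the 11 genes in each liver RNA-seq library, as log2(FPKM + 1), in the CON group (blue) and the DSS group (red), with the mean and SD of the 3 mice of a group. The DSS mice lie above the CON mice for 6 of the 7 genes on the left, the exception being *Cxcl2*, and below them for the 4 genes on the right.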

The expression of 11 genes in the heatmap measured by qRT-PCR demonstrated similar alterations to RNA-Seq analysis, including 7 genes (*Itgb2*, *Mapk13*, *Tnfaip3*, *Cxcl1*, *Cxcl2*, *IL1b* and *Tnf*) with up-regulated expression (**Figure 2I**) and 4 genes (*Cyp4a12b*, *Fabp2*, *Elovl3* and *Elovl5*) with down-regulated expression (**Supplementary Figure 1E**). Of these genes, *Cxcl2* manifested the greatest upregulation and *Elovl3* presented the greatest downregulation. *Cxcl2* has been shown to pose as a gene involved in the immune response (35). *Elovl3* is engaged in maintaining lipid homeostasis by replenishing the intracellular triacylglycerol pool (36).

**Figure 2:**
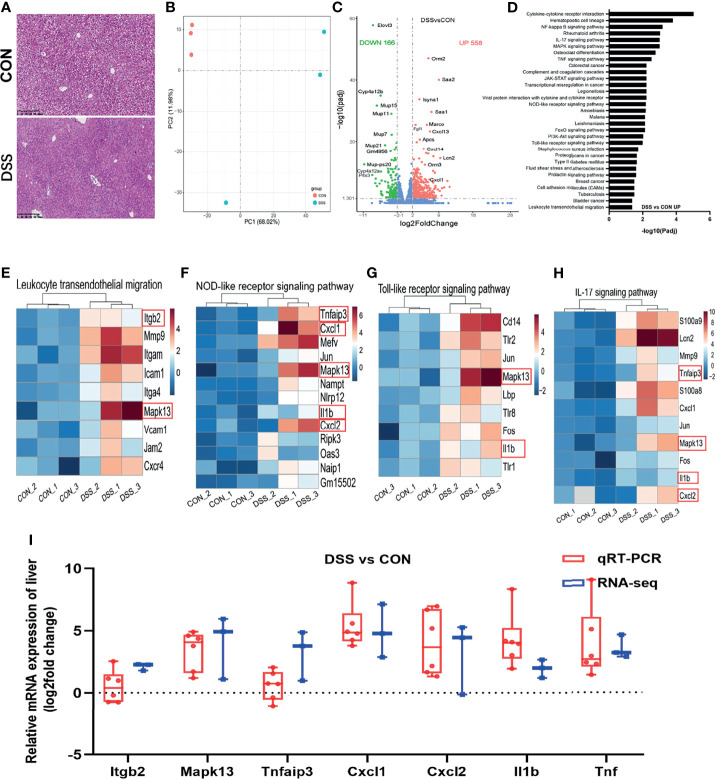
Differentially expressed genes in the liver of healthy (CON) and acute colitis (DSS) mice. **(A)** H&E staining of liver, the bars represent 100μm; **(B)** PCA plot colored by DSS group samples in green and CON groups samples in red; **(C)** Volcano plot showing the changes of liver genes (fold change ≥ 2); **(D)** KEGG functional analysis reveals the biological functions that are enriched in the significantly up-regulated expressed genes; **(E–H)** Heatmap of 4 immune-related pathways enriched in the significantly up-regulated expressed genes; **(I)** qRT-PCR(n=6). confirmations of DEGs screened based on RNA-seq analysis (n=3).

### Dysbiosis of Gut Microbiota Induced by DSS Treatment

Liver is a major organ exposed to gut-derived substances, numerous studies have proven that liver health strongly associated with the gut homeostasis (14, 37). The gut microbiota plays a vital role in maintaining gut homeostasis to shield us from diseases related to dysbiosis, such as IBD (38). In light of these studies, we further explored the role of gut microbiota in the risk of liver injury in DSS-induced colitis. **Figure 3A** showed that the Coverage index was greater than 0.999 in both the CON and DSS groups, indicating that the sequencing depth reached the requirements for subsequent analysis. A trend of decrease in the number of OTUs was observed in the DSS group compared with the CON group (**Figure 3B**) and there was no significant difference in the diversity of intestinal bacteria as indicated by the Shannon index (**Figure 3C**). The *β* diversity analysis is shown in **Figures 3D, E**. The hierarchical clustering tree outcomes on OTU level revealed that the bacterial structure exhibited significant clustering in both groups (**Figure 3D**). Additionally, the results of principal coordinates analysis (PCoA) based on weighted unifrac metrics (**Figure 3E**) showed that bacterial community structure was distinctly different between the CON and DSS groups, indicating a clear separation between the microbiota groups. Subsequently, the relative abundance of bacteria was further assessed at the phylum and genus levels, respectively (**Figures 3F, G**). At the phylum level, 10 bacteria had a relative abundance of over 1% in at least one group, of which the highest abundance in the CON and DSS groups were Firmicutes and Bacteroidota, respectively, while there were 31 bacteria with relative abundances above 1% at the genus level. Furthermore, significant differences in microbiota structure between the two groups were revealed by cladogram plots of LEfSe analysis (LDA>4) (**Figure 3H**). As shown in **Figures 3I, J**, at the phylum level, the relative abundance of Firmicutes and Patescibacteria was significantly lower in the CON group than in the DSS group based on the Kruskal-Wallis rank sum test, while the relative abundance of Bacteroidota, Proteobacteria, Campilobacterota and Desulfobacterota had significantly higher relative abundance than the DSS group. At the genus level, 17 bacteria were significantly different among those with relative abundance greater than 1%, the relative abundance of harmful bacteria such as *Helicobacter*, *Escherichia-Shigella* and *Coriobacteriaceae_UCG-002* was notably elevated in the DSS group, while the relative abundance of beneficial bacteria as *Faecalibaculum*, *norank_f:Lachnospiraceae* and *Lactobacillus* were significantly decreased. These data supported that DSS treatment gives rise to disorders of the gut microbiota. The function of the intestinal microbiota depends on its composition and abundance. Therefore, PICRUST 2 was employed for metabolic functions prediction of the gut microbiota. The findings revealed that there were significant variations in 5 of the 6 pathways of KEGG level 1, except for no differences in genetic information processing (**Supplementary Figure 2A**). In addition, 24 pathways at KEGG level 2 differed considerably between the two groups (**Supplementary Figure 2B**). At KEGG level 3, we focused on the pathways related to immune response and lipid metabolism. As shown in **Figure 3K**, immune response-related pathways such as MAPK signaling pathway, IL-17 signaling pathway and Th17 cell differentiation were dramatically up-regulated in the DSS group. Pathways related to lipid metabolism like Glycerophospholipid metabolism, Fatty acid biosynthsis were significantly up-regulated in the DSS group, while Glycerolipid metabolism, Secondary bile acid biosynthesis, Synthesis and degradation of ketone bodies were markedly down-regulated (**Figure 3L**). The above results indicated that DSS treatment induced obvious compositional and structural shifts in the colonic microbiota of mice, as well as further influenced the metabolic functions of gut microbiota.

**Figure 3:**
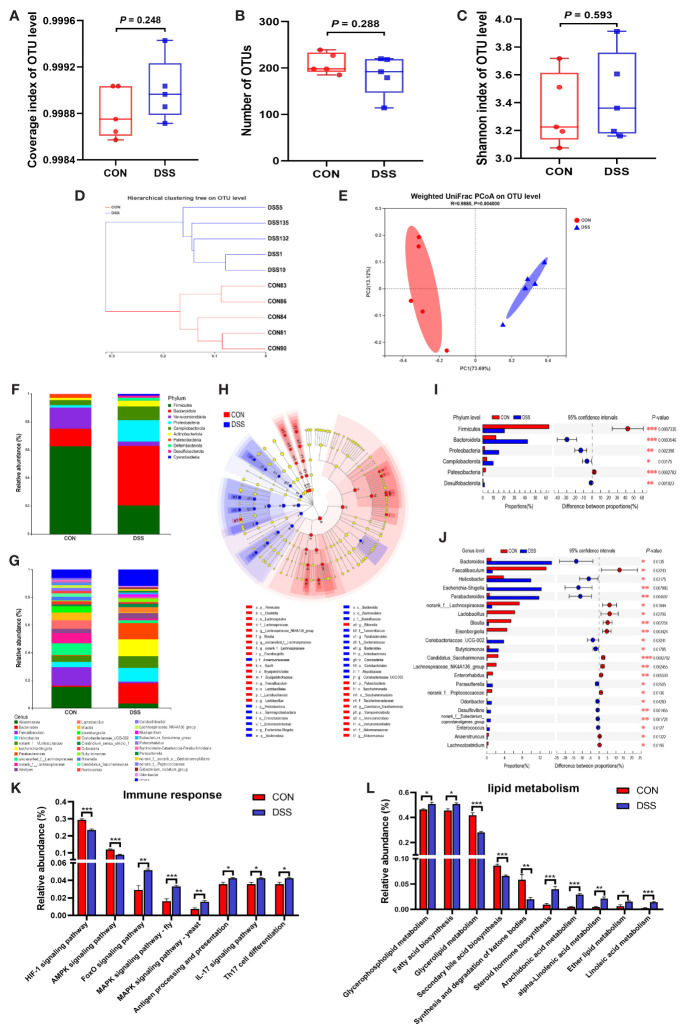
Alterations in the gut microbiota of mice with DSS-induced colitis. **(A)** Coverage index of OUT level; **(B)** Number of OTUs; **(C)** Shannon index of OUT level; **(D, E)** β-diversity was estimated by the hierarchical clustering tree **(D)** *and* PCOA **(E)** on OUT level; **(F, G)** The relative abundance of bacteria at the phylum **(F)** and genus **(G)** levels; **(H)** Cladogram of LEfSe multi-level species difference discriminant analysis (LDA > 4), different color nodes indicate microbial communities that are significantly enriched in the corresponding groups and significantly different between groups; **(I, J)** Comparative analysis of the relative abundance of bacteria at the phylum **(I)** and genus **(J)** levels; **(K, L)** The different abundances of gut microbiota at immune response **(K)** and lipid metabolism **(L)** pathways. Data were expressed as means ± SEM (n = 5). *P < 0.05, **P < 0.01, ***P < 0.001.

### DSS Treatment Induced Colon Histopathology and Gene Expression Alterations in Mice

As the site of direct exposure to the colonic microbiota, dysbiosis of the gut bacteria is one of the factors contributing to colitis (39). To further investigate the functions of colonic microbiota in the specific biological processes and molecular mechanisms involved in the colitis development, we also performed histological analysis and RNA sequencing of colonic tissues. 

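Colon RNA was sequenced from 3 CON mice, replicates 2, 3 and 4, and 3 DSS mice, replicates 1, 2 and 3, treated and sampled as for the liver. The colon values are also FPKM, which the authors scaled between the 6 colon libraries apart from the liver libraries, so levels were compared only within the colon. The fragments recovered on genes were 17483997, 17516684 and 17956037 for CON replicates 2, 3 and 4, and 16344803, 17453072 and 16269758 for DSS replicates 1, 2 and 3. Whole fragments were recovered for 98.4% to 98.5% of the low values. At 2 reads per fragment the mean is 34.3 M reads per library. The test was that of the liver, over the 16646 genes with a mean of at least 0.5 FPKM. Mitochondrial transcripts took 3.27% to 5.59% of the fragments in the CON libraries and 6.90% to 18.5% in the DSS libraries, a difference that the scaling of the FPKM does not remove. The labels share replicate numbers 2 and 3 between the groups, although these are different mice. A block on the replicate number therefore compares only these numbers in the colon. CON replicate 4 and DSS replicate 1 do not enter its group difference.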

As illustrated in **Figure 4A**, H & E staining displayed striking evidences of colonic crypt loss and inflammatory cell infiltration in the DSS group, the further statistical findings also indicated shallow colonic crypt depth in mice (**Figure 4B**), and the histological scoring results suggested the colon was grossly damaged (**Figure 4C**). The intestinal microvilli morphology and TJs were observed using TEM (**Figure 4D**). Compared with the CON group, the microvilli length in the DSS group was significantly shorter (**Figure 4E**). TJs are the foremost component in building the intestinal barrier. **Figure 4** demonstrated that TJs got less and disorganized, and the cell borders were blurred. These findings implied that intestinal function was disrupted in DSS-challenged mice and triggered an intestinal inflammatory response. Based on the RNA sequencing from the colon, PCA analysis showed segregation of colonic transcripts abundance in the CON and DSS groups (**Figure 5A**). 

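In the colon libraries, PC1 carried 65.3% and PC2 13.0% of the variance over 30789 detected genes. CON replicates 2, 3 and 4 scored -68.5, -38.7 and -70.7 on PC1, and DSS replicates 1, 2 and 3 scored 82.9, 37.0 and 58.0. The groups did not overlap on this axis (two-sided exact permutation test, p = 0.1, the lowest possible with 3 mice per group). The smallest distance between a DSS and a CON library over all genes was 111, while libraries of a group lay 57.0 to 102 apart, so that the separation of the groups exceeded the spread within them. CON replicate 3 and DSS replicate 2 were the libraries nearest to the other group. The share of PC1 moved most when FPKM entered without a log scale, where it was 94.1%.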

In terms of gene expression changes, 744 genes were markedly down-regulated and 1660 genes were significantly up-regulated in the DSS group compared with the CON group when adjusted *P*-value < 0.05 and fold change ≥ 2 was used as a screening criterion (**Figure 5B**). 

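In the colon, 1302 of the genes tested were up-regulated and 1249 were down-regulated in the DSS group. For 3457 genes the DSS values lay wholly above the CON values and for 4127 wholly below, 45.6% of the genes tested against 10% by chance. Among the alternatives, testing directly against a 2-fold change moved the counts most, to 123 up-regulated and 120 down-regulated genes, and was chosen after the data were seen. With the replicate number as a block, 489 genes were up-regulated and 448 down-regulated. The deviations of same-numbered mice from their group means had a correlation of 0.167 across genes, although they are different animals. *Hp*, *S100a8*, *S100a9*, *Saa3* and *Apod* had the largest increases among the called genes without overlap and with a mean of at least 1 FPKM. *Hp* (ENSMUSG00000031722), the haptoglobin gene on chromosome 8 of GRCm38 from 109575128 to 109579172, rose from 1.59 ± 0.759 to 96.4 ± 76.5 FPKM (SD, n = 3 each), a log2 fold change of 4.80 (standard error 0.74, adjusted p = 0.00598 from limma, or 0.0140 with the block). Those of *S100a8*, *S100a9*, *Saa3* and *Apod* were 4.78, 4.57, 4.54 and 4.28. The largest decreases were those of *Mptx1*, *Hoxb13*, *Igkv4-55*, *Tgm3* and *Igkv17-121*. *Mptx1* (ENSMUSG00000026531), a pentraxin gene on chromosome 1 from 174330518 to 174332873, fell from 941 ± 207 FPKM to 0.357 ± 0.215 FPKM (SD, n = 3 each), a log2 fold change of -9.43 (standard error 0.23, adjusted p = 1.22e-05 from limma, or 0.00162 with the block), and 17.9% of its windows occur in *Mptx2*. *Hoxb13* (ENSMUSG00000049604), a homeobox gene on chromosome 11 from 96194316 to 96197447, fell from 141 ± 42.8 FPKM to 0.427 ± 0.580 FPKM (SD, n = 3 each), with an adjusted p = 0.000527 from limma. The log2 fold changes of *Hoxb13*, *Igkv4-55*, *Tgm3* and *Igkv17-121* were -6.67, -6.55, -6.29 and -5.94. The immunoglobulin segments share windows with other segments (53.3% for *Igkv4-55* and 31.4% for *Igkv17-121*). All of these genes were called in each of the 6 fits that left out 1 mouse. Hox genes are expressed in order along the gut, and Hox genes other than *Hoxb13* changed too. A difference in position between the DSS and CON pieces was not excluded, and it would bear on the other colon results.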

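The “IL-17 signaling pathway” of Supplementary File 2 lists 17 genes for the colon. Of the 15 genes tested, all 15 had a higher mean in the DSS mice, with log2 fold changes of at least 1.03. Over all genes tested, 12 were called, and 14 were called with p-values adjusted over the list alone, which holds the paper's own calls. *Lcn2* (ENSMUSG00000026822) rose from 0.495 to 28.9 FPKM (log2 fold change 4.02, standard error 0.57, adjusted p = 0.00471 from limma). *Mmp3* rose from 0.867 to 14.7 FPKM, with a log2 fold change of 3.02 (standard error 0.31, adjusted p = 0.00180 from limma), and *Mmp13* rose from 1.46 to 11.2 FPKM, with a log2 fold change of 2.12 (standard error 0.41, adjusted p = 0.0117 from limma). The kinase genes *Mapk4*, *Mapk11* and *Mapk12* rose by 1.74, 1.51 and 1.28 on the log2 scale. In 14 of the 17 genes all DSS mice exceeded all CON mice, where chance separates 10% of genes in either direction. The paper chose the genes from these same mice, so this separation was not a test. With the replicate number as a block, 9 of the genes were called.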

Subsequently, KEGG functional clustering analysis of DEGs revealed that treatment with DSS resulted in up-regulation of some pathways associated with immune responses in the colon (**Figure 5C** and **Supplementary File 2**). The heatmap displayed DEGs enriched in four up-regulated immune response pathways such as “Cytokine-cytokine receptor interaction”, “MAPK signaling pathway”, “Inflammatory mediator regulation of TRP channels” and “IL-17 signaling pathway” (**Figures 5D–G**). 

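The heatmaps in Fig. 5D–G name 59 different genes. Of the 48 that passed the filter, all 48 had a higher mean in the DSS group, and 41 were called (44 with adjustment over the list alone). The DSS mice lay wholly above the CON mice in 54 of the 59 genes, where chance separates 10% of genes in either direction, and the exceptions were *Cxcl3*, *Cxcl5*, *Cyp2c66*, *Gm15998* and *Tnf*. The list was moved most by the replicate block, under which 24 genes were called. The mean shift over the 48 genes was 1.75, 1.76 and 1.82 on the log2 scale in DSS replicates 1, 2 and 3 and between -0.07 and 0.09 in the CON mice, so the DSS mice differed little from each other. Since the paper chose these genes from the same mice, their separation from the CON mice was not tested. For the cytokine genes of Fig. 5D, 11 of the 14 tested were called. *Bmp8b* rose by 2.41 (standard error 0.45, adjusted p = 0.0108 from limma) and *Bmp3* by 2.14 (standard error 0.22, adjusted p = 0.00191 from limma). *Il11* and *Il33* rose by 2.02 and 1.72. For Fig. 5E, 19 of the 23 tested were called, among them the calcium channel genes *Cacna1h* and *Cacna2d1*, which rose by 2.14 and 1.92 with adjusted p-values of 0.00151 for both in limma. For Fig. 5F, 9 of the 11 tested were called, and *Htr2b* (ENSMUSG00000026228), a serotonin receptor gene, had the largest log2 fold change at 2.45 (standard error 0.28, adjusted p = 0.00241 from limma). For Fig. 5G, 13 of the 15 tested were called. *Cers1* of Fig. 5D lay under the filter and shares 41.6% of its windows with the overlapping gene *Gdf1*.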

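Supplementary File 2 lists 21 different genes for “Cell cycle” and “DNA replication” in the colon. In all 21 genes every DSS mouse had a lower value than every CON mouse, where chance separates 10% of genes in either direction, but these are the paper's own calls on the same mice. Of the 20 genes tested, 16 were called down-regulated and 10 with the replicate block, and the log2 fold changes had a median of -1.66. *Cdc20* (ENSMUSG00000006398) fell from 18.1 to 1.90 FPKM (log2 fold change -2.73, standard error 0.34, adjusted p = 0.00301 from limma). *Ccnb2* and *Ccna2* changed by -2.68 and -2.48, with adjusted p-values of 0.00399 and 0.00435 in limma. *Mcm3*, which is in both pathways, changed by -1.84 (standard error 0.23, adjusted p = 0.00305 from limma). *Cdc6*, *Cdc25c*, *Pola1* and *Pole* changed by less than the fold change threshold although their adjusted p-values passed, and *Pole* changed least, by -0.72 on the log2 scale. *Fen1* was not tested because its mean was under 0.5 FPKM. The mean shift over the 20 genes was -1.97 in DSS replicate 1 and -1.57 in both DSS replicate 2 and DSS replicate 3. In the CON mice it ran from -0.38 to 0.24.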

Notably, pathways down-regulated in the colon were mainly involved in cell growth and death and DNA damage repair (**Supplementary Figures 3A–C** and **Supplementary File 2**). Furthermore, to evaluate the results of RNA-seq analysis, a total of 10 DEGs involved in the pathways were selected for qRT-PCR analysis. qRT-PCR expression findings of these genes were consistent with RNA-Seq analysis (**Figure 5H** and **Supplementary Figure 3D**), including 7 genes with increased expression (*Mapk10*, *Tnf*, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5* and *IL6*) and 3 genes with decreased expression (*Mcm6*, *Mcm5* and *Fads2*). 

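In the colon RNA-seq libraries, *Mapk10* (ENSMUSG00000046709) had 0.239 ± 0.0726 FPKM (SD, n = 3) in the CON group and 1.93 ± 0.258 FPKM (SD, n = 3) in the DSS group, a log2 fold change of 1.24 (standard error 0.17, adjusted p = 0.00399 from limma). *Cxcl1* (ENSMUSG00000029380), on chromosome 5 of GRCm38 from 90891241 to 90893115, rose from 0.475 ± 0.111 to 6.71 ± 3.74 FPKM (SD, n = 3 each), a log2 fold change of 2.24 (standard error 0.40, adjusted p = 0.00970 from limma). *Cxcl2* (ENSMUSG00000058427), on the same chromosome from 90903871 to 90905938, rose from 0.0615 ± 0.0270 to 3.08 ± 1.89 FPKM (SD, n = 3 each), a log2 fold change of 1.82 (standard error 0.36, adjusted p = 0.0126 from limma). The order of these chemokine genes depended on the scale, since a pseudocount of 0.1 gave log2 fold changes of 4.09 for *Cxcl2* and 3.37 for *Cxcl1*. *Tnf* rose by 1.44 (standard error 0.56, adjusted p = 0.100 from limma) and *Cxcl5* by 1.28 (standard error 0.64, adjusted p = 0.174 from limma). Their groups overlapped, with p = 0.2 and p = 0.3 in a two-sided exact permutation test, and both genes were called only without DSS replicate 1. With the replicate number as a block, *Mapk10* was not called (adjusted p = 0.0553 from limma), while *Cxcl1* and *Cxcl2* were (0.0128 and 0.0215). *Cxcl3* and *Il6* lay under the filter. *Cxcl3* had 0.0869 ± 0.114 and 0.652 ± 0.691 FPKM and *Il6* 0.0146 ± 0.0126 and 0.581 ± 0.424 FPKM in the CON and DSS groups (SD, n = 3 each). A library held at most 82 fragments of *Cxcl3* and 42 of *Il6*.
The 3 genes with lower levels were called under each setting run, the test against a 2-fold change apart. *Fads2* (ENSMUSG00000024665), a fatty acid desaturase gene on chromosome 19 from 10062765 to 10101746, fell from 133 ± 46.6 to 16.1 ± 4.18 FPKM (SD, n = 3 each), a log2 fold change of -2.93 (standard error 0.33, adjusted p = 0.00224 from limma). *Mcm5* changed by -2.41 (standard error 0.41, adjusted p = 0.00820 from limma) and *Mcm6* by -2.28 (standard error 0.34, adjusted p = 0.00521 from limma). From the up-regulated immune response pathways, with *Cxcl1* and *Cxcl2* among the genes of the IL-17 signaling pathway, the paper states that its results further supported severe inflammation in the intestine of the DSS mice. It links the intestinal damage to the down-regulation of “DNA replication” and “Cell cycle”. It hypothesizes that cell growth and death, as well as the repair of DNA damage, could also be linked to this injury of the intestine.

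**Figure D3:**
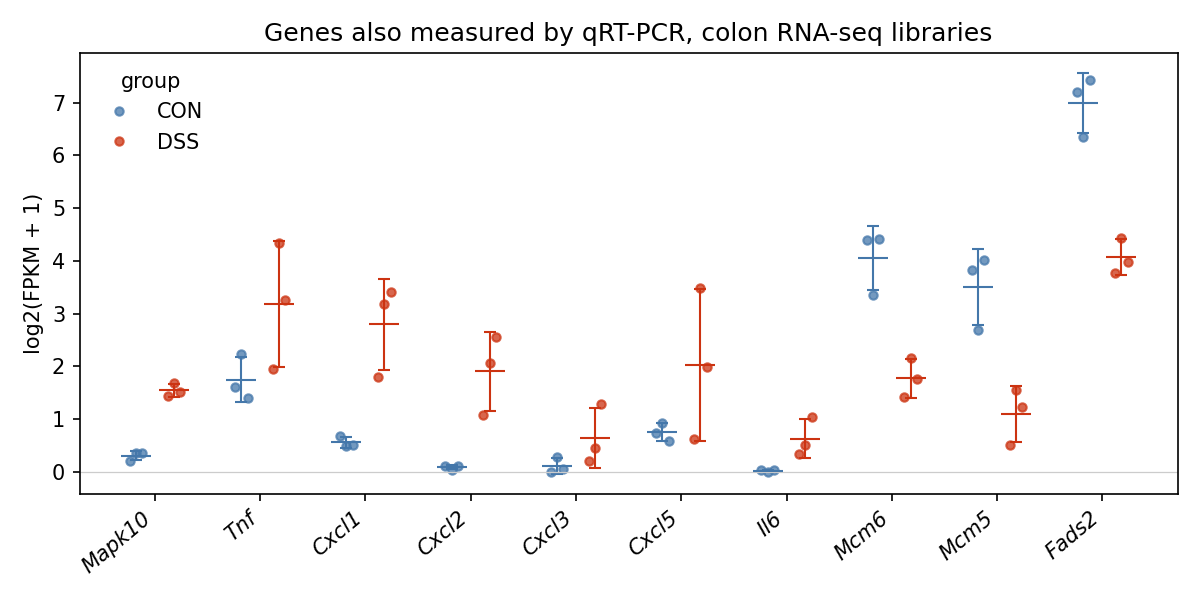
Level of the 10 genes in each colon RNA-seq library, as log2(FPKM + 1), in the CON group (blue) and the DSS group (red), with the mean and SD of the 3 mice of a group. *Tnf*, *Cxcl3* and *Cxcl5* have DSS mice within the range of the CON mice, while *Mcm6*, *Mcm5* and *Fads2* are lower in all DSS mice.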

Among these genes, *Cxcl2* as a gene with known involvement in the immune response exhibited the greatest up-regulation (35). *Fads2*, a gene reported to be mutation-prone in IBD patients, showed the greatest downregulation in our study (40).

**Figure 4:**
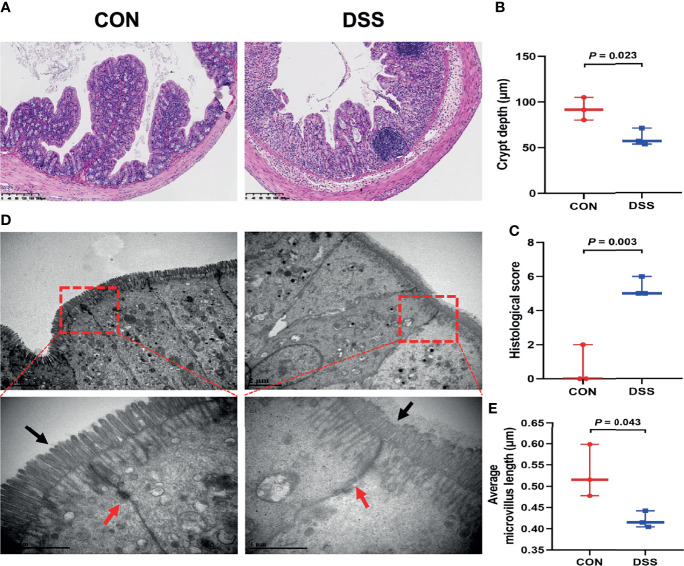
DSS-induced colonic histological changes and barrier dysfunction in mice. **(A)** The representative H&E staining of the colonic sections, the bars represent 200μm; **(B)** The colonic crypt depth; **(C)** histological scores; **(D)** Ultrastructural changes of TJs and microvilli under transmission electron microscopy (12,000× and 40,000×); **(E)** Average microvillus length. Data were expressed as means ± SEM (n = 3).

**Figure 5:**
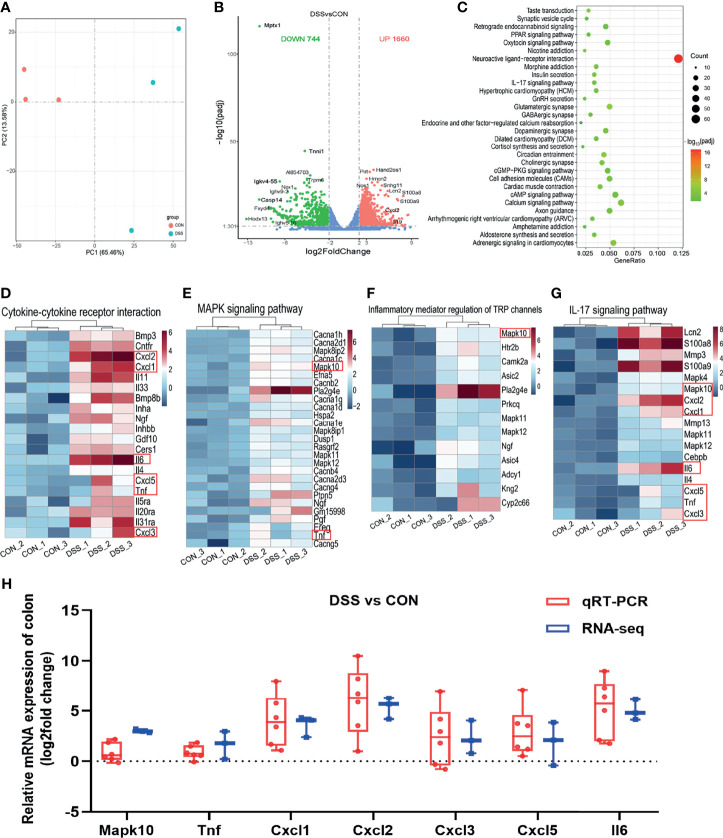
Differentially expressed genes in the colon of healthy (CON) and acute colitis (DSS) mice. **(A)** PCA plot colored by DSS group samples in green and CON groups samples in red; **(B)** Volcano plot showing the changes of liver genes (fold change ≥2); **(C)** KEGG functional analysis reveals the top 30 biological functions that are enriched in the significantly up-regulated expressed genes; **(D–G)** Heatmap of 4 immune-related pathways enriched in the up-regulated expressed genes; **(H)** qRT-PCR (n=6) confirmations of DEGs screened based on RNA-seq analysis (n=3).

### Correlation of DSS-Induced Gut Microbiota Dysbiosis With DEGs in the Liver and Colon

With the purpose to investigate the microbe-host gene expression relationships and their potential mechanisms in DSS-induced colitis and liver injury in mice. 

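The gene expression side of these lists was taken from the liver and colon libraries, and the bacteria were not analysed here. Supplementary File 3 names 41 immune response and 17 lipid metabolism genes for the liver. Of the 39 immune response genes tested, 38 were higher in the DSS mice, 17 were called and 15 ranked among the 250 genes with the smallest p-values. Of the 17 lipid metabolism genes, 12 were lower, 13 were called and 11 ranked among those 250. For the colon, Supplementary File 4 names 24 immune response genes, all higher in the DSS mice, of which 23 were called and 15 ranked among the 250. The label is the paper's, and the list holds *Gfap*, a gene of glia. Gene sets of enteric neurons and glia were also higher in these colons (means of 2.37 and 1.86). The rise of the list is thus not evidence of an immune response alone. Supplementary File 4 also names 13 genes for carcinogenesis, 7 higher and 6 lower, all of them called and 8 ranked among the 250. *Lepr* (ENSMUSG00000057722), the leptin receptor gene on chromosome 4 of GRCm38 from 101717404 to 101815352, had 0.620 ± 0.176 FPKM (SD, n = 3) in the CON livers and 3.31 ± 1.00 FPKM (SD, n = 3) in the DSS livers, a log2 fold change of 1.39 (standard error 0.20, adjusted p = 0.0265 from limma). *Etnppl* (ENSMUSG00000019232), at 20.5 ± 4.32 FPKM (SD, n = 3) in the CON livers, had a log2 fold change of -3.21 (standard error 0.37, adjusted p = 0.0149 from limma). With each mouse left out in turn, *Lepr* was called in 1 and *Etnppl* in 2 of the 6 fits. In the colon, *Cntnap2* (ENSMUSG00000039419) rose from 0.156 ± 0.0504 to 1.45 ± 0.201 FPKM (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.17, adjusted p = 0.00576 from limma, or 0.0965 with the replicate number as a block). *Myb* (ENSMUSG00000019982), on chromosome 10 from 21124935 to 21160984, fell from 11.2 ± 2.71 to 1.33 ± 0.463 FPKM (SD, n = 3 each), a log2 fold change of -2.38 (standard error 0.23, adjusted p = 0.00176 from limma). *Myb* overlaps *Gm26577* on the opposite strand over 559 bases. Both were called in all 6 fits that left out 1 mouse.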

First, we screened 41 and 17 genes associated with immune response and lipid metabolism, respectively, from the top 250 DEGs in liver tissues, and the top 250 DEGs in colon tissue with 24 and 13 genes related to immune response and cancerogenesis, respectively. Then, 17 bacteria with relative abundance greater than 1% at the genus level and with significant differences were selected (**Figure 3J**). On this basis, we performed a Spearman correlation analysis and visualized the correlation between the relative abundance of bacteria and gene expression of liver and colon in **Figures 6A, D**, respectively. Particularly, we observed some significant positive gene-bacterial correlations between *Helicobacter*, *Escherichia-Shigella*, *Coriobacteriaceae_UCG-002*, etc. with immune response-related genes and some significant negative gene-bacterial correlations with lipid metabolism-related genes in liver tissues. However, *Faecalibaculum*, *norank_f:Lachnospiraceae*, *Lactobacillus*, etc. showed opposite trends of association with these genes (**Figure 6A**). In the colon, the correlation between bacterial and immune response-related genes was similar to that in the liver. Interestingly, only a subset of genes related to cancerogenesis showed positive correlations with *Helicobacter*, *Escherichia-Shigella*, *Coriobacteriaceae_UCG-002*, etc. while *Faecalibaculum*, *norank_f:Lachnospiraceae*, *Lactobacillus*, etc. presented negative correlations with these genes (**Figure 6D**). Furthermore, we visualized the results of strong correlations with *P* < 0.05 and R > 0.85 or R < -0.85 using Cytoscape software. As shown in **Figures 6B, C**, *Escherichia_Shigella* was the main microbiota that presented positive correlations with immune response-related genes in the liver, which showing the highest correlation with *Lepr*. *norank_f:Lachnospiraceae*, *Faecalibaculum* and *norank_f:Peptococcaceae* were the main microbiota exhibiting positive correlations with genes linked to lipid metabolism, and the highest positive correlation was found between *norank_f:Lachnospiraceae* and *Elovl3*, *Faecalibaculum* and *Etnppl*. However, the correlation between *Escherichia_Shigella* and *Cyp4a12b* showed the highest negative correlation (**Supplementary File 3**). In the colon, the main microbiota showed positive correlations with immune response-related genes were *Escherichia_Shigella* and *Parasutterella*, of which, *Escherichia_Shigella* had the highest correlation with *Cntnap2*. Moreover, *Escherichia_Shigella* and *g:norank_f:Peptococcaceae* were the main microbiota associated to cancerogenesis -related genes, and *Escherichia_Shigella* was the most negatively associated with *Myb* (**Figures 6E, F** and **Supplementary File 4**). Thus, it was evident that among these representative correlations, changes in the gut microbiota of DSS-treated mice were closely related to the expression of host genes, where the increase of the pathogenic bacterium *Escherichia_Shigella* in the DSS-induced colitis mouse might be an important factor in causing alterations in host gene expression and disease development.

**Figure 6:**
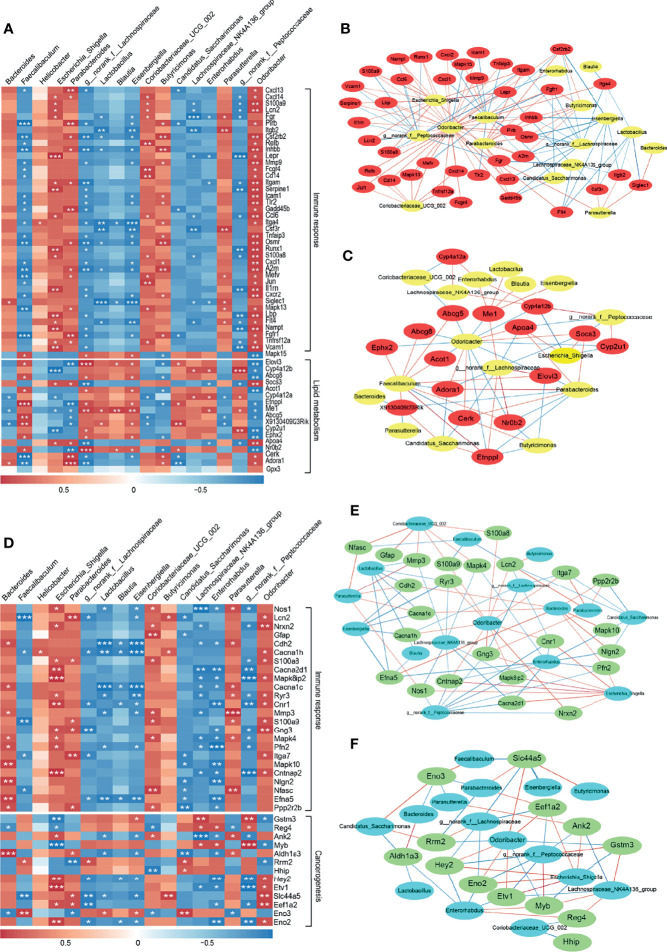
Interaction between gut microbiota and DEGs in the colon and liver in healthy (CON) and acute colitis (DSS). **(A, D)** Correlation of gut microbiota with genes enriched for immune response and lipid metabolism or cancerogenesis-related functions among the top 250 DEGs in the liver **(A)** and colon **(D)** (*P < 0.05, **P < 0.01, ***P < 0.001). **(B, C)** Network visualization of significant gene-microbe correlations in the liver associated with immune response **(B)** and lipid metabolism**(C)** (*P* < 0.05). **(E, F)** Network visualization of significant gene-microbe correlations in the colon associated with immune response **(E)** and cancerogenesis **(F)** (*P* < 0.05). Blue and red edges represent negative (R < -0.85) and positive (R > 0.85) correlations, respectively, respectively. Edge thickness indicates the strength of the correlation.

## Discussion

With the global trend of increasing incidence and prevalence of IBD, it demonstrates that IBD has become a global disease (41, 42). DSS is commonly used to induce colitis to study intestinal diseases (43). In this study, after drinking sterilized water containing 3% DSS for one week, mice exhibited visible colitis phenotypes including decreased body weight, increased DAI and shortened colon length, which were consistent with the previous reports (44, 45). Elevated serum levels of cytokines are one of the hallmark features of mice and patients with colitis (46, 47). Similar to previous reports, the elevated serum levels of IL-6, IL-1β and TNF-α in the DSS-treated group indicated the appearance of severe inflammation. Disruption of the intestinal epithelial barrier including histological damage (48) and breakdown of TJ structures (49) is another characteristic of colitis. Our results also showed severe intestinal histological damage and disruption of the structural integrity of TJ in the DSS group, which further indicated that DSS successfully induced colitis. Interestingly, we observed significant variations in serum TChol and LDL, which were consistent with the findings of Rtibi et al. (50) and Zheng et al. (51). In addition, the TJ structural damage could be one of the reasons of elevated serum lipid levels. Nevertheless, it was reported that Tchol and LDL levels were lower in IBD patients compared to healthy subjects, which is contrary to the findings of this study. For TG levels, there were no significant changes in both IBD patients and mice with colitis (52). These results implied that although there were differences in the lipid profiles of DSS-induced colitis mice and IBD patients, colitis was closely associated with disturbed lipid metabolism. It is well known that the liver is a major handler of lipid metabolism (53), and the disturbances in lipid metabolism are one of the signals of liver injury (54). Not surprisingly, hepatocyte necrosis and inflammatory cell infiltration were observed in the liver tissue of the DSS group in this study, which was also reported by Duan et al. (34). Overall, these results further suggested that both the colon and liver are impaired to varying degrees in DSS-induced colitis, such as inflammatory responses and lipid metabolism disorders. Meanwhile, these results revealed differences between DSS-induced colitis and human colitis, implying that this model could only provide valuable information for human colitis study in some aspects such as preliminary mechanistic exploration and as a vehicle for potential biomarker identification.

Liver injury is proven to be a common extra intestinal manifestation of IBD, however, the precise mechanism of its evolution is still unknown (55, 56). Numerous studies have demonstrated the role of host gene regulation in multiple disease pathogenesis (9, 57). To the best of our knowledge, our work is the first comprehensive transcriptome analysis focused on the liver of colitis mice. In this study, the variation in the DSS group as demonstrated by the PCA plot might be related to biological variability such as differences in the sensitivity of mice to DSS, which could not be eliminated by sequencing technology (58). Conesa et al. (28) reported that the statistical power could reach 87% when sequenced at 30 million mapped reads (an average of 41 million mapped reads in current study) and a sample size of 3 with fold change = 2 in a human blood RNA-seq. Therefore, to ensure the reliability of the screened DEGs, fold change = 2 was used for DEGs screening. Next, we observed enrichment of liver DEGs in immune response related pathways such as “Leukocyte transendothelial migration”, “NOD-like receptor signaling pathway”, “Toll-like receptor signaling pathway” and “IL-17 signaling pathway”, which have been proven to play important roles in immune response (59–62). Additionally, our analysis showed that chemokines *Cxcl1* and *Cxcl2* were differentially regulated in the liver of the DSS group. *Cxcl1* and *Cxcl2* play critical roles in a variety of diseases by mediating the inflammatory response, and their expression rise significantly during this process, which was in accordance with our results (63, 64). Except for the enrichment of liver DEGs in immune response-related pathways, the downregulation was observed in lipid metabolism pathways, including “Fatty acid degradation”, “Fatty acid elongation” and “PPAR signaling pathway”, as well as the upregulation of “Regulation of lipolysis in adipocytes” signaling pathway (**Supplementary File 1**). The changes in these pathways suggested a reduced ability of the liver to utilize lipids and an increased lipolysis, which would cause lipid accumulation in the serum (65). In brief, The dysfunctional lipid metabolism associated with DSS-induced colitis might be due to an overall breakdown of metabolic function (51, 66). *Elovl3* is a gene involved in the synthesis of saturated and monounsaturated long-chain fatty acids, its down-regulated expression in the DSS group suggested that lipid synthesis in the liver was impaired, which also indicated a certain degree of liver injury (67). In the colon, the immune response-related pathways like were significantly enriched. Among them, MAPK signaling pathway is reported to be involved in various physiological processes including inflammation, apoptosis, stress, cell proliferation and differentiation (68). Activation of MAPK signaling pathway was also observed in DSS mice (69). Interestingly, consistent with the liver results, *Cxcl1* and *Cxcl2* gene expression, which were enriched in the IL-17 signaling pathway, were significantly up-regulated. Kong et al. (26) reported that DEGs in the colon of DSS-treated mice were involved in inflammatory response, immune response, etc. These results further supported that severe inflammation occurred in the intestine of DSS-treated mice. Intestinal damage was also intimately linked to the downregulation of “DNA replication” and “Cell cycle” pathways. The downregulation of these two pathways often lead to cell damage, tumors, cancer and other diseases (70, 71). Based on these results, we hypothesized that DSS-induced colitis and secondary liver injury could be mainly mediated through modulation of immune response and lipid metabolism pathways, while intestinal damage could also be associated with DNA damage repair and cell growth and death. These results also suggested that the alleviation of lipid metabolism disorders might be one of the entry points for the future treatment of colitis, which provides new insights for the subsequent development of novel therapeutic agents. However, the precise mechanism of DSS-induced disruption of lipid metabolism in mice with colitis needs to be further explored.

Apart from host gene regulation, several studies have shown that the gut microbiota plays an important role in maintaining gut homeostasis and in liver health through the liver-microbiome axis (15, 72). The gut microbiota of patients with IBD is different from that of healthy individuals (73). DSS-induced colitis is also accompanied by strong microbiome shifts, such as dysbiosis expansion of the harmful bacteria *Escherichia-Shigella* (74), and it has been reported that the abundance of *Escherichia-Shigella* is significantly increased in the stool of colitis patients (75, 76). Consistently, in our study, the structure and composition of the colonic microbiome after DSS treatment was distinctly different from that of the CON group, with a notably elevated relative abundance of harmful bacteria and a significantly decreased relative abundance of beneficial bacteria in the DSS group, which indicated that DSS-induced gut microbiota dysbiosis might be one of the causes of exacerbating intestinal and liver injury.

As previously reported, the intestinal microbiome is strongly interacting with host gene expression (77). Therefore, its superficial mechanisms were further parsed in this work from the perspective of gut microbe -host gene interactions. In our study, we observed some correlations between intestinal microbes and DEGs in liver and colon. Consistent with previous reports, the relative abundance of *Escherichia_Shigella* and *Butyricimonas* was higher in colitis mice and lower in *Faecalibaculum* and *Eisenbergiella*, which favor intestinal health (78, 79). *Escherichia_Shigella* had the highest correlation with *Lepr*, which has been reported to be involved in the process of liver injury and inflammatory response (80, 81). The highest positive correlation with *Faecalibaculum* was found with *Etnppl*, a gene downregulated in hepatocellular carcinoma and lipid metabolism disorders (82). *Cyp4a12b*, a gene belonging to the cytochrome P450 system that was highly negatively associated with *Escherichia_Shigella*, has been reported to be downregulated in the liver and intestine of DSS-induced mice (83). Interestingly, *Escherichia_Shigella* played a primary role in both the immune response and lipid metabolism pathways in the colon. This finding was also supported by previous studies that the abundance of *Escherichia_Shigella* is higher in mice with DSS-induced colitis and patients with ulcerative colitis than in healthy individuals (84, 85). This suggested that *Escherichia_Shigella* might be one of the key strains causing colitis. *Cntnap2* was the gene with the most positive relevance to *Escherichia_Shigella*, and although this gene has not been studied in colitis, Buffington et al. (86) reported that *Cntnap2* interacts with the gut microbiota. *Myb* has been reported to be downregulated in patients with ulcerative colitis (87). Therefore, we speculated that the gut microbiota might be involved in regulating the expression of genes like *Lepr*, *Etnppl*, and *Myb* through their metabolites, which in turn drive further intestinal and liver injury. However, the precise mechanism needs to be investigated in depth to explore the role of gut microbe -host gene interactions in DSS-induced colitis and secondary liver injury.

In summary, the results obtained in this study indicated the risk of liver injury in DSS-induced colitis. This may be related to changes in the composition and structure of the gut microbiota during the development of colitis, especially the increased relative abundance of harmful bacteria such as *Escherichia_Shigella*, which led to dysbiosis of the gut bacteria and the production of harmful metabolites. Subsequently, the dysregulated gut bacteria further impaired intestinal and liver health *via* affecting the expression of genes (e.g., *Lepr, Cxcl1, Elovl3, Cyp4a12b, Myb*) enriched in the immune response, lipid metabolism and damage repair pathways. As for how gut bacteria affect gene expression in the host, it needs to be further explored. In addition, our data furnish candidate interactions between colonic microbiota of colitis mice and genes in the colon and liver, revealing the effects of host-microbiota interactions and their correlation with liver injury and colitis in DSS-induce mice. Nevertheless, this study mainly focused on the correlations of colonic microbiota and host gene expression profiles to investigate the liver injury and its underlying mechanisms caused by DSS-induced colitis, the exact causality and precise mechanisms still need to be clarified by more detailed and comprehensive studies. It should also be pointed out that the DSS-induced colitis model is unable to realistically reproduce the features of real human colitis. The limitations should consistently be taken into account when applying laboratory data directly to the human disease.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/bioproject/PRJNA753214, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181959.

## Ethics Statement

The animal study was reviewed and approved by Animal Care and Use Committee and the Animal Experimentation Ethics Committee of Zhejiang University.

## Author Contributions

LZ and XZ, data acquisition and analysis and writing original manuscripts. XX, data analysis. YC and JF, methodology. ZL and MJ, revising the work critically for important intellectual content. FW, reviewing the manuscript. XZ and YW, the conception and design of the study, supervision, funding acquisition, final approval of the version to be submitted. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by the Zhejiang Provincial Key R&D Program of China (2021C02008), National Natural Science Foundation of China (Grant No. 32002185 and 31630075).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] ZhangYZLiYY. Inflammatory Bowel Disease: Pathogenesis. World J Gastroenterol (2014) 20:91–9. doi: 10.3748/wjg.v20.i1.91 PMC388603624415861

[2] KaplanGG. The Global Burden of IBD: From 2015 to 2025. Nat Rev Gastroenterol Hepatol (2015) 12:720–7. doi: 10.1038/nrgastro.2015.150 26323879

[3] ZezosPKouklakisGSaibilF. Inflammatory Bowel Disease and Thromboembolism. World J Gastroenterol (2014) 20:13863–78. doi: 10.3748/wjg.v20.i38.13863 PMC419456825320522

[4] RiederFZimmermannEMRemziFHSandbornWJ. Crohn's Disease Complicated by Strictures: A Systematic Review. Gut (2013) 62:1072–84. doi: 10.1136/gutjnl-2012-304353 PMC488445323626373

[5] ZuoTNgSC. The Gut Microbiota in the Pathogenesis and Therapeutics of Inflammatory Bowel Disease. Front Microbiol (2018) 9:2247. doi: 10.3389/fmicb.2018.02247 30319571PMC6167487

[6] McGovernDPKugathasanSChoJH. Genetics of Inflammatory Bowel Diseases. Gastroenterology (2015) 149:1163–1176.e1162. doi: 10.1053/j.gastro.2015.08.001 26255561PMC4915781

[7] PiovaniDDaneseSPeyrin-BirouletLNikolopoulosGKLytrasTBonovasS. Environmental Risk Factors for Inflammatory Bowel Diseases: An Umbrella Review of Meta-Analyses. Gastroenterology (2019) 157:647–659.e644. doi: 10.1053/j.gastro.2019.04.016 31014995

[8] KimSHLeeWKwonDLeeSSonSWSeoMS. Metabolomic Analysis of the Liver of a Dextran Sodium Sulfate-Induced Acute Colitis Mouse Model: Implications of the Gut-Liver Connection. Cells (2020) 9:341. doi: 10.3390/cells9020341 PMC707217932024178

[9] YuYBlokhuisBRGarssenJ. A Transcriptomic Insight Into the Impact of Colon Cancer Cells on Mast Cells. Int J Mol Sci (2019) 20:1689. doi: 10.3390/ijms20071689 PMC648003130987352

[10] VerheijenJSleegersK. Understanding Alzheimer Disease at the Interface Between Genetics and Transcriptomics. Trends Genet (2018) 34:434–47. doi: 10.1016/j.tig.2018.02.007 29573818

[11] ZhaoS. Alternative Splicing, RNA-Seq and Drug Discovery. Drug Discov Today (2019) 24:1258–67. doi: 10.1016/j.drudis.2019.03.030 30953866

[12] XavierRJPodolskyDK. Unravelling the Pathogenesis of Inflammatory Bowel Disease. Nature (2007) 448:427–34. doi: 10.1038/nature06005 17653185

[13] MarshallJC. The Gut as a Potential Trigger of Exercise-Induced Inflammatory Responses. Can J Physiol Pharmacol (1998) 76:479–84. doi: 10.1139/cjpp-76-5-479 9839072

[14] AlbillosAde GottardiARescignoM. The Gut-Liver Axis in Liver Disease: Pathophysiological Basis for Therapy. J Hepatol (2020) 72:558–77. doi: 10.1016/j.jhep.2019.10.003 31622696

[15] LinLZhangJ. Role of Intestinal Microbiota and Metabolites on Gut Homeostasis and Human Diseases. BMC Immunol (2017) 18:2. doi: 10.1186/s12865-016-0187-3 28061847PMC5219689

[16] SongMChanAT. Environmental Factors, Gut Microbiota, and Colorectal Cancer Prevention. Clin Gastroenterol Hepatol (2019) 17:275–89. doi: 10.1016/j.cgh.2018.07.012 PMC631489330031175

[17] ZongXFuJXuBWangYJinM. Interplay Between Gut Microbiota and Antimicrobial Peptides. Anim Nutr (2020) 6:389–96. doi: 10.1016/j.aninu.2020.09.002 PMC775080333364454

[18] WangKJinXLiQSawayaALe LeuRKConlonMA. Propolis From Different Geographic Origins Decreases Intestinal Inflammation and Bacteroides Spp. Populations in a Model of DSS-Induced Colitis. Mol Nutr Food Res (2018) 62:e1800080. doi: 10.1002/mnfr.201800080 29889351

[19] ChenLLiJYeZSunBWangLChenY. Anti-High Mobility Group Box 1 Neutralizing-Antibody Ameliorates Dextran Sodium Sulfate Colitis in Mice. Front Immunol (2020) 11:585094. doi: 10.3389/fimmu.2020.585094 33193406PMC7661783

[20] LoherFSchmallKFreytagPLandauerNHallwachsRBauerC. The Specific Type-4 Phosphodiesterase Inhibitor Mesopram Alleviates Experimental Colitis in Mice. J Pharmacol Exp Ther (2003) 305:549–56. doi: 10.1124/jpet.102.039529 12606674

[21] ZongXCaoXWangHXiaoXWangYLuZ. Cathelicidin-WA Facilitated Intestinal Fatty Acid Absorption Through Enhancing PPAR-γ Dependent Barrier Function. Front Immunol (2019) 10:1674. doi: 10.3389/fimmu.2019.01674 31379865PMC6650583

[22] ZongXXiaoXShenBJiangQWangHLuZ. The N6-Methyladenosine RNA-Binding Protein YTHDF1 Modulates the Translation of TRAF6 to Mediate the Intestinal Immune Response. Nucleic Acids Res (2021) 49:5537–52. doi: 10.1093/nar/gkab343 PMC819176233999206

[23] LozuponeCKnightR. UniFrac: A New Phylogenetic Method for Comparing Microbial Communities. Appl Environ Microbiol (2005) 71:8228–35. doi: 10.1128/aem.71.12.8228-8235.2005 PMC131737616332807

[24] SegataNIzardJWaldronLGeversDMiropolskyLGarrettWS. Metagenomic Biomarker Discovery and Explanation. Genome Biol (2011) 12:R60. doi: 10.1186/gb-2011-12-6-r60 21702898PMC3218848

[25] DouglasGMMaffeiVJ. PICRUSt2 for Prediction of Metagenome Functions. Nat Biotechnol (2020) 38:685–8. doi: 10.1038/s41587-020-0548-6 PMC736573832483366

[26] KongCYanXLiuYHuangLZhuYHeJ. Ketogenic Diet Alleviates Colitis by Reduction of Colonic Group 3 Innate Lymphoid Cells Through Altering Gut Microbiome. Signal Transduct Target Ther (2021) 6:154. doi: 10.1038/s41392-021-00549-9 33888680PMC8062677

[27] LoveMIHuberWAndersS. Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data With Deseq2. Genome Biol (2014) 15:550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[28] ConesaAMadrigalPTarazonaSGomez-CabreroDCerveraAMcPhersonA. A Survey of Best Practices for RNA-Seq Data Analysis. Genome Biol (2016) 17:13. doi: 10.1186/s13059-016-0881-8 26813401PMC4728800

[29] HartSNTherneauTMZhangYPolandGAKocherJP. Calculating Sample Size Estimates for RNA Sequencing Data. J Comput Biol (2013) 20:970–8. doi: 10.1089/cmb.2012.0283 PMC384288423961961

[30] ElsonCOSartorRBTennysonGSRiddellRH. Experimental Models of Inflammatory Bowel Disease. Gastroenterology (1995) 109:1344–67. doi: 10.1016/0016-5085(95)90599-5 7557106

[31] YanYKolachalaVDalmassoGNguyenHLarouiHSitaramanSV. Temporal and Spatial Analysis of Clinical and Molecular Parameters in Dextran Sodium Sulfate Induced Colitis. PloS One (2009) 4:e6073. doi: 10.1371/journal.pone.0006073 19562033PMC2698136

[32] MahfouzMMartinPCarrionAF. Hepatic Complications of Inflammatory Bowel Disease. Clin Liver Dis (2019) 23:191–208. doi: 10.1016/j.cld.2018.12.003 30947871

[33] DingHRWangJLRenHZ. Lipometabolism and Glycometabolism in Liver Diseases. Biomed Res Int (2018) 2018:1287127. doi: 10.1155/2018/1287127 31205932PMC6530156

[34] DuanSDuXChenSLiangJHuangSHouS. Effect of Vitexin on Alleviating Liver Inflammation in a Dextran Sulfate Sodium (DSS)-Induced Colitis Model. BioMed Pharmacother (2020) 121:109683. doi: 10.1016/j.biopha.2019.109683 31810123

[35] De FilippoKDudeckAHasenbergMNyeEvan RooijenNHartmannK. Mast Cell and Macrophage Chemokines CXCL1/CXCL2 Control the Early Stage of Neutrophil Recruitment During Tissue Inflammation. Blood (2013) 121:4930–7. doi: 10.1182/blood-2013-02-486217 23645836

[36] WesterbergRMånssonJEGolozoubovaVShabalinaIGBacklundECTvrdikP. ELOVL3 is an Important Component for Early Onset of Lipid Recruitment in Brown Adipose Tissue. J Biol Chem (2006) 281:4958–68. doi: 10.1074/jbc.M511588200 16326704

[37] NicolettiAPonzianiFRBiolatoMValenzaVMarroneGSgangaG. Intestinal Permeability in the Pathogenesis of Liver Damage: From non-Alcoholic Fatty Liver Disease to Liver Transplantation. World J Gastroenterol (2019) 25:4814–34. doi: 10.3748/wjg.v25.i33.4814 PMC673731331543676

[38] SommerFAndersonJMBhartiRRaesJRosenstielP. The Resilience of the Intestinal Microbiota Influences Health and Disease. Nat Rev Microbiol (2017) 15:630–8. doi: 10.1038/nrmicro.2017.58 28626231

[39] ShenZHZhuCXQuanYSYangZYWuSLuoWW. Relationship Between Intestinal Microbiota and Ulcerative Colitis: Mechanisms and Clinical Application of Probiotics and Fecal Microbiota Transplantation. World J Gastroenterol (2018) 24:5–14. doi: 10.3748/wjg.v24.i1.5 29358877PMC5757125

[40] MotoiYItoZSuzukiSTakamiSMatsuoKSatoM. FADS2 and ELOVL6 Mutation Frequencies in Japanese Crohn's Disease Patients. Drug Discov Ther (2019) 13:354–9. doi: 10.5582/ddt.2019.01081 31956234

[41] NgSCShiHYHamidiNUnderwoodFETangWBenchimolEI. Worldwide Incidence and Prevalence of Inflammatory Bowel Disease in the 21st Century: A Systematic Review of Population-Based Studies. Lancet (2017) 390:2769–78. doi: 10.1016/s0140-6736(17)32448-0 29050646

[42] MolodeckyNASoonISRabiDMGhaliWAFerrisMChernoffG. Increasing Incidence and Prevalence of the Inflammatory Bowel Diseases With Time, Based on Systematic Review. Gastroenterology (2012) 142:46–54.e42; quiz e30. doi: 10.1053/j.gastro.2011.10.001 22001864

[43] GaoXCaoQChengYZhaoDWangZYangH. Chronic Stress Promotes Colitis by Disturbing the Gut Microbiota and Triggering Immune System Response. Proc Natl Acad Sci U S A (2018) 115:E2960–9. doi: 10.1073/pnas.1720696115 29531080PMC5879702

[44] BauerCDuewellPMayerCLehrHAFitzgeraldKADauerM. Colitis Induced in Mice With Dextran Sulfate Sodium (DSS) is Mediated by the NLRP3 Inflammasome. Gut (2010) 59:1192–9. doi: 10.1136/gut.2009.197822 20442201

[45] WangZHaoCZhuangQZhanBSunXHuangJ. Excretory/Secretory Products From Trichinella Spiralis Adult Worms Attenuated DSS-Induced Colitis in Mice by Driving PD-1-Mediated M2 Macrophage Polarization. Front Immunol (2020) 11:563784. doi: 10.3389/fimmu.2020.563784 33117347PMC7575908

[46] XiaoYTYanWHCaoYYanJKCaiW. Neutralization of IL-6 and TNF-α Ameliorates Intestinal Permeability in DSS-Induced Colitis. Cytokine (2016) 83:189–92. doi: 10.1016/j.cyto.2016.04.012 27155817

[47] SinghUPSinghNPMurphyEAPriceRLFayadRNagarkattiM. Chemokine and Cytokine Levels in Inflammatory Bowel Disease Patients. Cytokine (2016) 77:44–9. doi: 10.1016/j.cyto.2015.10.008 PMC466675826520877

[48] GuptaAYuAPeyrin-BirouletLAnanthakrishnanAN. Treat to Target: The Role of Histologic Healing in Inflammatory Bowel Diseases: A Systematic Review and Meta-Analysis. Clin Gastroenterol Hepatol (2020) 19:1800–13.e4. doi: 10.1016/j.cgh.2020.09.046 33010406

[49] SharmaDMalikAGuyCSKarkiRVogelPKannegantiTD. Pyrin Inflammasome Regulates Tight Junction Integrity to Restrict Colitis and Tumorigenesis. Gastroenterology (2018) 154:948–964.e948. doi: 10.1053/j.gastro.2017.11.276 29203393PMC5847456

[50] RtibiKGramiDWannesDSelmiSAmriMSebaiH. Ficus Carica Aqueous Extract Alleviates Delayed Gastric Emptying and Recovers Ulcerative Colitis-Enhanced Acute Functional Gastrointestinal Disorders in Rats. J Ethnopharmacol (2018) 224:242–9. doi: 10.1016/j.jep.2018.06.001 29870788

[51] ZhengHWangJWeiXChangLLiuS. Proinflammatory Properties and Lipid Disturbance of Polystyrene Microplastics in the Livers of Mice With Acute Colitis. Sci Total Environ (2021) 750:143085. doi: 10.1016/j.scitotenv.2020.143085 33182181

[52] AgouridisAPElisafMMilionisHJ. An Overview of Lipid Abnormalities in Patients With Inflammatory Bowel Disease. Ann Gastroenterol (2011) 24:181–7.PMC395931424713706

[53] TreftsEGannonMWassermanDH. The Liver. Curr Biol (2017) 27:R1147–r1151. doi: 10.1016/j.cub.2017.09.019 29112863PMC5897118

[54] OoiKShirakiKSakuraiYMorishitaYNoboriT. Clinical Significance of Abnormal Lipoprotein Patterns in Liver Diseases. Int J Mol Med (2005) 15:655–60. doi: 10.3892/ijmm.15.4.655 15754028

[55] Rojas-FeriaMCastroMSuárezEAmpueroJRomero-GómezM. Hepatobiliary Manifestations in Inflammatory Bowel Disease: The Gut, the Drugs and the Liver. World J Gastroenterol (2013) 19:7327–40. doi: 10.3748/wjg.v19.i42.7327 PMC383121524259964

[56] ThinLWLawranceICSpilsburyKKavaJOlynykJK. Detection of Liver Injury in IBD Using Transient Elastography. J Crohns Colitis (2014) 8:671–7. doi: 10.1016/j.crohns.2013.12.006 24529605

[57] ZhengCZhengLYooJKGuoHZhangYGuoX. Landscape of Infiltrating T Cells in Liver Cancer Revealed by Single-Cell Sequencing. Cell (2017) 169:1342–1356.e1316. doi: 10.1016/j.cell.2017.05.035 28622514

[58] HansenKDWuZIrizarryRALeekJT. Sequencing Technology Does Not Eliminate Biological Variability. Nat Biotechnol (2011) 29:572–3. doi: 10.1038/nbt.1910 PMC313727621747377

[59] GetterTMargalitRKahremanySLevyLBlumEKhazanovN. Novel Inhibitors of Leukocyte Transendothelial Migration. Bioorg Chem (2019) 92:103250. doi: 10.1016/j.bioorg.2019.103250 31580982

[60] PlatnichJMMuruveDA. NOD-Like Receptors and Inflammasomes: A Review of Their Canonical and non-Canonical Signaling Pathways. Arch Biochem Biophys (2019) 670:4–14. doi: 10.1016/j.abb.2019.02.008 30772258

[61] TakedaKAkiraS. TLR Signaling Pathways. Semin Immunol (2004) 16:3–9. doi: 10.1016/j.smim.2003.10.003 14751757

[62] McGeachyMJCuaDJGaffenSL. The IL-17 Family of Cytokines in Health and Disease. Immunity (2019) 50:892–906. doi: 10.1016/j.immuni.2019.03.021 30995505PMC6474359

[63] KobayashiY. The Role of Chemokines in Neutrophil Biology. Front Biosci (2008) 13:2400–7. doi: 10.2741/2853 17981721

[64] VolzkeJSchultzDKordtMMüllerMBergmannWMethlingK. Inflammatory Joint Disease Is a Risk Factor for Streptococcal Sepsis and Septic Arthritis in Mice. Front Immunol (2020) 11:579475. doi: 10.3389/fimmu.2020.579475 33117382PMC7576673

[65] MaoZFengMLiZZhouMXuLPanK. ETV5 Regulates Hepatic Fatty Acid Metabolism Through PPAR Signaling Pathway. Diabetes (2021) 70:214–26. doi: 10.2337/db20-0619 33093014

[66] KwonJLeeCHeoSKimBHyunCK. DSS-Induced Colitis is Associated With Adipose Tissue Dysfunction and Disrupted Hepatic Lipid Metabolism Leading to Hepatosteatosis and Dyslipidemia in Mice. Sci Rep (2021) 11:5283. doi: 10.1038/s41598-021-84761-1 33674694PMC7935975

[67] ZadravecDBrolinsonAFisherRMCarneheimCCsikaszRIBertrand-MichelJ. Ablation of the Very-Long-Chain Fatty Acid Elongase ELOVL3 in Mice Leads to Constrained Lipid Storage and Resistance to Diet-Induced Obesity. FASEB J (2010) 24:4366–77. doi: 10.1096/fj.09-152298 20605947

[68] JohnsonGLLapadatR. Mitogen-Activated Protein Kinase Pathways Mediated by ERK, JNK, and P38 Protein Kinases. Science (2002) 298:1911–2. doi: 10.1126/science.1072682 12471242

[69] ZhangZLiuJShenPCaoYLuXGaoX. Zanthoxylum Bungeanum Pericarp Extract Prevents Dextran Sulfate Sodium-Induced Experimental Colitis in Mice *via* the Regulation of TLR4 and TLR4-Related Signaling Pathways. Int Immunopharmacol (2016) 41:127–35. doi: 10.1016/j.intimp.2016.10.021 27843005

[70] LamFCKongYWHuangQVu HanTL. BRD4 Prevents the Accumulation of R-Loops and Protects Against Transcription-Replication Collision Events and DNA Damage. Nat Commun (2020) 11:4083. doi: 10.1038/s41467-020-17503-y 32796829PMC7428008

[71] RussoMCrisafulliGSogariAReillyNMBardelliA. Adaptive Mutability of Colorectal Cancers in Response to Targeted Therapies. Science (2019) 366:1473–80. doi: 10.1126/science.aav4474 31699882

[72] AdolphTEGranderCMoschenARTilgH. Liver-Microbiome Axis in Health and Disease. Trends Immunol (2018) 39:712–23. doi: 10.1016/j.it.2018.05.002 29843959

[73] GlassnerKLAbrahamBPQuigleyEMM. The Microbiome and Inflammatory Bowel Disease. J Allergy Clin Immunol (2020) 145:16–27. doi: 10.1016/j.jaci.2019.11.003 31910984

[74] CevallosSALeeJYVelazquezEMFoegedingNJSheltonCDTiffanyCR. 5-Aminosalicylic Acid Ameliorates Colitis and Checks Dysbiotic Escherichia Coli Expansion by Activating PPAR-γ Signaling in the Intestinal Epithelium. mBio (2021) 12:e03227–20. doi: 10.1128/mBio.03227-20 PMC784563533468700

[75] KimESTarassishinLEiseleCBarreANairNRendonA. Longitudinal Changes in Fecal Calprotectin Levels Among Pregnant Women With and Without Inflammatory Bowel Disease and Their Babies. Gastroenterology (2021) 160:1118–1130.e1113. doi: 10.1053/j.gastro.2020.11.050 33307026

[76] HeXXLiYHYanPGMengXCChenCYLiKM. Relationship Between Clinical Features and Intestinal Microbiota in Chinese Patients With Ulcerative Colitis. World J Gastroenterol (2021) 27:4722–37. doi: 10.3748/wjg.v27.i28.4722 PMC832625234366632

[77] DayamaGPriyaSNiccumDEKhorutsABlekhmanR. Interactions Between the Gut Microbiome and Host Gene Regulation in Cystic Fibrosis. Genome Med (2020) 12:12. doi: 10.1186/s13073-020-0710-2 31992345PMC6988342

[78] ZagatoEPozziC. Endogenous Murine Microbiota Member Faecalibaculum Rodentium and its Human Homologue Protect From Intestinal Tumour Growth. Nat Microbiol (2020) 5:511–24. doi: 10.1038/s41564-019-0649-5 PMC704861631988379

[79] LiXBrejnrodADErnstMRykærMHerschendJOlsenNMC. Heavy Metal Exposure Causes Changes in the Metabolic Health-Associated Gut Microbiome and Metabolites. Environ Int (2019) 126:454–67. doi: 10.1016/j.envint.2019.02.048 30844581

[80] VuleticMSMilosevicVSJancicSAZujovicJTKrsticMSVukmirovicFC. Clinical Significance of Leptin Receptor (LEPR) and Endoglin (CD105) Expressions in Colorectal Adenocarcinoma. J BUON (2019) 24:2448–57.31983119

[81] ZhaoZPengWZhouJZhouYLiuTBaiH. Association of LEPR Polymorphisms With Predisposition and Inflammatory Response in Anti-Tuberculosis Drug-Induced Liver Injury: A Pilot Prospective Investigation in Western Chinese Han Population. Infect Genet Evol (2019) 75:103970. doi: 10.1016/j.meegid.2019.103970 31325611

[82] DingQKangJDaiJTangMWangQZhangH. AGXT2L1 is Down-Regulated in Heptocellular Carcinoma and Associated With Abnormal Lipogenesis. J Clin Pathol (2016) 69:215–20. doi: 10.1136/jclinpath-2015-203042 26294768

[83] FanXDingXZhangQY. Hepatic and Intestinal Biotransformation Gene Expression and Drug Disposition in a Dextran Sulfate Sodium-Induced Colitis Mouse Model. Acta Pharm Sin B (2020) 10:123–35. doi: 10.1016/j.apsb.2019.12.002 PMC697699231993311

[84] JialingLYangyangGJingZXiaoyiTPingWLiweiS. Changes in Serum Inflammatory Cytokine Levels and Intestinal Flora in a Self-Healing Dextran Sodium Sulfate-Induced Ulcerative Colitis Murine Model. Life Sci (2020) 263:118587. doi: 10.1016/j.lfs.2020.118587 33065145

[85] BurkeD. Escherichia Coli and Ulcerative Colitis. J R Soc Med (1997) 90:612–7. doi: 10.1177/014107689709001106 PMC12966719496273

[86] BuffingtonSADoolingSWSgrittaMNoeckerCMurilloODFeliceDF. Dissecting the Contribution of Host Genetics and the Microbiome in Complex Behaviors. Cell (2021) 184:1740–1756.e1716. doi: 10.1016/j.cell.2021.02.009 33705688PMC8996745

[87] BianZLiLCuiJZhangHLiuYZhangCY. Role of miR-150-Targeting C-Myb in Colonic Epithelial Disruption During Dextran Sulphate Sodium-Induced Murine Experimental Colitis and Human Ulcerative Colitis. J Pathol (2011) 225:544–53. doi: 10.1002/path.2907 21590770

How the deposited data were processed for this re-analysis (not part of the article)

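RNA was measured in the liver and colon of mice given water (CON) or 3% DSS for 7 days, with 3 libraries per tissue and group and 12 libraries in all. The groups were taken from the labels of the libraries. The labels give an age of 42 days, while the paper bought the mice at 6 weeks and acclimatized them for 1 week. The bacterial 16S rRNA data, the qRT-PCR measurements and the histology were not analysed here.

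The values are FPKM that the authors computed from their Illumina Novaseq reads, in 1 table per tissue with 1 column per library and no pooled replicates. The authors' aligner, counting tool, genome build, annotation and filters are not named in the paper's text. The authors used DESeq2 for their own differential expression. In each library, the FPKM multiplied by the exon length of the gene in GENCODE M21 (GRCm38) were whole multiples of 1 step, within a tolerance of 0.05, for 98.3% to 98.5% of the values under 1000 fragments. The number of fragments behind each value was recovered from this step. The size that the authors divided by, relative to the recovered totals, varied from 0.923 to 1.13 between liver libraries and from 0.886 to 1.05 between colon libraries. It lay within 1.08% of median-of-ratios size factors and within 2.45% of TMM factors, and the values do not settle which method was used. The tables of the tissues were scaled apart from each other, so no value was compared across them except shares of fragments, which carry no scaling, and no test of the difference between tissues was fitted over genes.

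Recovered fragments on genes ran from 16634247 to 18525561 in the liver (median 16901373 in the CON group and 18187668 in the DSS group) and from 16269758 to 17956037 in the colon (median 17516684 and 16344803). The tables list 54021 genes for the liver and 54423 for the colon, of which 25331 and 30789 were above 0 in at least 1 library. Gene symbols and positions were taken from GENCODE M21, which held 52147 of the genes. The 10 genes with the most fragments took 22.4% to 32.7% of the fragments in the liver and 6.37% to 18.7% in the colon.

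The design had foreseen a test on counts, with limma on FPKM as the test if the files held only that unit. As they did, limma was used. Within each tissue, the 3 DSS libraries were compared with the 3 CON libraries by a linear model with empirical Bayes moderation and a mean-variance trend on log2(FPKM + 1), over genes with a mean of at least 0.5 FPKM, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called at the paper's thresholds, an adjusted p-value under 0.05 and a fold change of at least 2. Gene sets were tested with the rotation test fry of limma on the same values and genes, with adjustment over the 12 sets of the liver or the 20 sets of the colon. Single values were compared by exact permutation tests, two-sided, whose smallest p-value with 3 mice per group is 0.1. Principal components were computed from centred log2(FPKM + 1) without scaling. The share of the mitochondrial fragments was compared between tissues by permuting whole mice, and also by permuting the groups within each tissue. Libraries of the tissues with the same group and number were taken as 1 mouse.

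The genes named are those that the paper names in its text, labels in its volcano plots, shows in its heatmaps or lists in Supplementary Files 1 to 4 for the pathways of its text, the genes of the sets, and in each tissue the 5 called genes with the largest increase and the 5 with the largest decrease whose groups do not overlap and whose mean is at least 1 FPKM. Any other gene is said to be chosen after its values were seen. To find genes whose fragments other genes may share, each window of 50 bases of a gene's exons was searched for in the exons of all genes.

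The alternatives were limma with voom weights on the recovered fragments, no filter, a mean of at least 10 recovered fragments, no fold change threshold, a pseudocount of 0.1, each library left out in turn, and the replicate number as a block. The replicate numbers come from the labels of the libraries, and mice with the same number are different animals. In the colon only numbers 2 and 3 occur in both groups, so the block compares those mice alone and rests on fewer mice. Others were chosen after seeing the data: a limma test against a 2-fold change, moderation without the trend, FPKM rescaled to library totals, by TMM factors or to the fragments of nuclear genes, a correction for GC content with a lowess span of 0.3, and voom with a mean of at least 10 fragments.

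The test was tested on simulated data made from the real means and library sizes with a dispersion of 0.05 for every gene. The changes put in were all larger than 2-fold, in genes of at least 1 FPKM, and no mouse differed from its group. Of 200 changed genes, limma called 88% among 12046 simulated liver genes, with 0 false calls, and 90.5% among 16076 simulated colon genes, with 4 false calls. With no change simulated, 0 genes were called in either tissue, and 547 and 756 genes had an unadjusted p-value under 0.05. The recovery does not describe the power at the 2-fold threshold, or in a group with a mouse as far from the others as DSS replicate 3 of the liver. Calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.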

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

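The tests of the Hox genes in order, of the epithelial genes beside *Hoxb13* and of the mitochondrial share were chosen only after the result was seen. The tests of the smooth muscle genes and of the granulocyte progenitor genes were chosen before, but their rules, and that of the Hox order, were changed after their values were seen, from dropping the explanation to leaving it undecided.

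The mitochondrial share of fragments changed in opposite directions in the tissues. In the liver it was 6.85 ± 1.03% (SD, n = 3) in the CON mice and 3.94 ± 0.178% (SD, n = 3) in the DSS mice, a log2 ratio of -0.79. In the colon it was 4.19 ± 1.23% (SD, n = 3) and 13.3 ± 5.90% (SD, n = 3), a log2 ratio of 1.59, with 18.5%, 6.90% and 14.7% in DSS replicates 1, 2 and 3. Each comparison had p = 0.1 in an exact permutation test. The difference between the tissues was 2.38 on the log2 scale, with p = 0.0833 in a permutation test of whole mice, the smallest that its 24 assignments allow, since libraries of both tissues with the same group and number are taken as 1 mouse. Permuted within each tissue as if no mouse were shared, the groups gave p = 0.005 in a permutation test (400 combinations), which overstates the evidence. All DSS livers lay under all CON livers and all DSS colons above all CON colons. The paper does not report on these transcripts. The shares carry no scaling between libraries, so that the difference of 2.38, which was seen in them, is not a separate test of the authors' scaling. A few abundant genes taking most of the fragments was tested by leaving out the 10 most abundant genes that are not mitochondrial. The liver share then was 8.29% and 5.36%, a log2 ratio of -0.62, and the colon share 4.41% and 13.8%, so these genes do not account for the change. RNA quality, the handling of the tissue and the mix of cells in each piece were not tested, so the pattern is not attributed to biology.

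Some genes were called in opposite directions in the tissues, and this difference itself was not tested, because the tables were scaled apart. Of 11373 genes tested in both tissues, 13 were up-regulated in both and 7 down-regulated in both, whereas 13 others were called in opposite directions. Of these, 10 rose in the liver and fell in the colon (*Isyna1*, *Ccl6*, *Itgb2*, *Slfn2*, *Tmprss2*, *Tagln2*, *C1qc*, *Cybb*, *C1qb* and *Csf1r*) and 3 did the reverse (*Me1*, *Npr2* and *Fam214a*). Those that the paper does not name were chosen after their values were seen. *Itgb2* had a log2 fold change of 1.66 in the liver and -1.71 in the colon, with adjusted p-values of 0.0109 and 0.0184 in limma. *Me1* had -2.45 and 1.45, with adjusted p-values of 0.0262 and 0.0387. The liver calls changed when 1 mouse was left out. In the liver, *Itgb2* was called in 3 and *Me1* in 2 of the 6 fits that left out 1 mouse. With the replicate number as a block, their adjusted p-values in the liver were 0.0541 and 0.0757 in limma. Without CON replicate 4, only 13 liver genes were called in all, so the counts of shared and opposite calls change with the mice kept too. In 555 genes the groups did not overlap in either tissue and lay in opposite order, against 1204 in the same order, where chance separates the groups of 10% of genes in each tissue. GC content was tested on the number of calls, and a correction for it left 307 genes called in the liver against 296 without it, and 2406 in the colon against 2551. A change in the mix of cells was not tested for these genes, and no explanation for them is put forward.

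*Hoxb13* was among the largest decreases of the colon, and other Hox genes, outside those that the paper discusses, changed too. These genes were chosen after their values were seen. The lowest log2 fold change among them was that of *Hoxd13*, -4.09 (standard error 1.26, adjusted p = 0.0515 in limma, not called), with 36.9, 0.710 and 75.9 FPKM in CON replicates 2, 3 and 4 and a listed value of 0 in all 3 DSS mice. All 4 genes of groups 12 and 13 were lower in the DSS mice, and 16 of the 19 genes of groups 1 to 9 were higher (12 of them without overlap, where chance separates 10% of genes in either direction). Over the settings run, 15 to 18 of the 19 were higher and the 4 were lower in every setting. Since Hox genes are expressed in order along the gut, a candidate explanation is that the DSS and CON pieces came from different positions along the colon. The test was the rank correlation across 27 Hox genes of paralog group number and log2 fold change, which was -0.47 (p = 0.0131 over 100000 permutations, -0.63 to -0.40 over the settings). This falls short of the strength first set for an order, and genes of a cluster are not independent, so the test does not decide. Per mouse, the mean of groups 1 to 9 minus that of groups 12 and 13 was -3.33, -0.94 and -3.90 in the CON mice and 2.74, 1.14 and 1.99 in the DSS mice (exact permutation test, p = 0.1). A loss of epithelial cells was tested with pan-epithelial genes, whose mean log2 fold change was -0.73 against -6.67 for *Hoxb13*, so this loss alone does not account for it. The pattern cannot be told apart from a difference in position, and it bears on the other colon results, because levels that vary along the colon would differ for the same reason.

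Genes of granulocyte progenitors were higher in the DSS livers, a signal outside the genes that the paper discusses. Their mean log2 fold change was 2.27, with 5 of 5 tested genes higher, shifts of 2.73, 1.92 and 2.15 in DSS replicates 1, 3 and 4, and an adjusted p = 0.00984 in the gene set test of limma (0.000182 to 0.0718 over the alternatives). More blood in the DSS livers was tested as an explanation. Proliferation genes were also higher, by 0.56 on average in 7 of 7 genes (adjusted p = 0.00984 in limma, 0.00527 to 0.0433 over the alternatives). Erythroid genes moved by 1.16 with an adjusted p = 0.422 in limma (0.00441 to 0.693 over the alternatives) and shifts of 1.73, -0.16 and 1.91, so they differ between the mice. In DSS replicate 3 the erythroid genes did not rise, while the granulocyte progenitor genes rose by 1.92, so that more blood as a whole does not account for the rise in this mouse. Neutrophil genes rose as much as those of the progenitors, by 2.28 in 8 of 8 genes (adjusted p = 0.0176 in limma, 0.0106 to 0.0719 over the alternatives), so the signal is not particular to immature cells. The mean of 2.27 may reflect granulocytes of any stage in the liver, and it cannot be told apart from a larger number of such cells in the blood.

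Plasma cell genes were lower in the DSS colons, a signal outside the genes that the paper discusses. The mean log2 fold change was -2.62, with 10 of 10 genes lower and shifts of -2.81, -2.41 and -2.64 in DSS replicates 1, 2 and 3. The set had an adjusted p = 0.00486 in the gene set test of limma, or 0.280 with the replicate number as a block (0.0026 to 0.280 over the alternatives). The block compares only replicates 2 and 3 of each group, where the mean was -2.25. Of these genes, *Mzb1* shares 53.5% of its windows with an overlapping gene, whereas *Jchain*, *Igha*, *Ighm* and *Igkc* share 0%, so fragments shared between genes do not account for the set. The number of plasma cells in a piece could differ with the position of the piece, for which the correlation of -0.47 across Hox genes did not decide, so the pattern cannot be told apart from a difference in position.

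Enteric neuron genes were higher in the DSS colons, by a mean of 2.37 on the log2 scale in 12 of 12 genes, with shifts of 2.54, 2.26 and 2.31 in DSS replicates 1, 2 and 3 and an adjusted p = 0.000892 in the gene set test of limma, or 0.373 with the replicate block, the highest of the alternatives (the lowest was 0.000478). The block compares only replicates 2 and 3 of each group, where the mean of the neuron genes was 2.26. The paper does not discuss these genes as neuronal. A larger share of the muscle layer and its nerves in the DSS pieces was tested with the smooth muscle genes. Of these 11 of 12 were higher, by 0.76 on average, with shifts of 1.20, 1.42 and -0.33 and an adjusted p = 0.355 in limma, or 0.879 with the block (0.0406 to 0.879). In DSS replicate 3 the shift of the muscle genes lay within the range of the CON mice (-0.40 to 0.31), while the neuron genes rose by 2.31. Genes of enteric glia rose by 1.86 in 5 of 6 genes (adjusted p = 0.000892 in limma, or 0.373 with the block, and 0.000478 to 0.373 over the alternatives), and those of the interstitial cells of Cajal by 0.84 in 4 of 5 genes, with shifts of 0.69, 1.10 and 0.74 (adjusted p = 0.00667 in limma, or 0.375 with the block, and 0.00389 to 0.375). The neuron and glia genes (shifts of 1.89, 1.97 and 1.71 for glia) thus rose evenly while the muscle genes did not, and with an adjusted p = 0.355 for the muscle the test did not decide. A rise of the muscle genes was not seen in DSS replicate 3, but a single mouse cannot exclude a larger share of the muscle layer there. In the other DSS mice the pattern cannot be told apart from such a share.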

How the results depend on the processing

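The thresholds, gene sets, tests and alternatives were set before the data were examined, apart from those said in any part to be chosen, or to have their rule changed, after seeing the data.

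In the liver, the numbers of called genes moved most when 1 mouse was left out. Over the 6 fits that each left out 1 mouse, from 4 to 688 genes were up-regulated and from 9 to 1126 down-regulated in the liver, against 140 and 156 with all mice. The highest counts came without DSS replicate 3, and this fit shared 132 of the 140 and all 156 with the fit on all mice. In the colon the ranges were 785 to 1658 and 709 to 1588, against 1302 and 1249, and other settings moved the counts more.

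Without a filter, 19 genes were up-regulated and 31 down-regulated in the liver. A pseudocount of 0.1 called 238 up-regulated liver genes. Without a fold change threshold, 2103 colon genes were up-regulated and 2232 down-regulated. With the replicate number as a block, 13 and 29 liver genes and 489 and 448 colon genes were called, while the deviations of same-numbered liver mice had a correlation of -0.0934. Among the alternatives chosen after seeing the data, the limma test against a 2-fold change called 6 and 11 liver genes and 123 and 120 colon genes, and voom with a mean of at least 10 fragments called 2310 up-regulated colon genes. Rescaling FPKM to library totals left 78 down-regulated liver genes and rescaling to nuclear fragments 88, so that 66.2% and 61.4% of the liver calls were up-regulated, against 47.3%. In the colon the nuclear rescaling gave 64.2% against 51.0%, and moved the median log2 fold change of all genes to 0.105, relative to which its changes are to be read. For each of these the cause was not tested.

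PC1 carried 38.0% in the liver and 40.4% in the colon with unit variance, 83.0% and 94.1% without a log scale, 52.1% and 53.6% with a pseudocount of 0.1, and 84.5% and 82.1% for the 500 genes with the largest variance. With each mouse left out in turn, chosen after seeing the data, the shares ran from 68.3% to 77.4% and from 62.8% to 73.6%. The groups separated on PC1 in each setting with all 6 mice. For these shifts the cause was not tested.

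Of the 12 gene sets of the liver, 6 had an adjusted p-value under 0.05, and 2 with the replicate block (4 to 9 without 1 mouse). Of the 20 sets of the colon, 9 did, and 0 with the block, where 1 had an unadjusted p-value under 0.05 (6 to 12 without 1 mouse). In the colon the block compares only replicates 2 and 3 of each group, so it rests on fewer mice. The cause of these shifts was not tested.

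For the 46 named genes that were tested, the alternatives made 782 comparisons, which leave out the test against a 2-fold change and the setting without a fold change threshold. The call was kept in 695, lost in 76 and gained in 11, and in 0 did the direction reverse. Of the lost calls, 14 each fell in the fits without CON replicate 1 and CON replicate 4, 12 without CON replicate 3, 11 without DSS replicate 4, 9 with the block and 8 without a filter. Without DSS replicate 3, 8 calls were gained and 0 lost.

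The alternatives planned for deposited counts were not run, namely those with DESeq2 or edgeR as the tool, their normalizations and a threshold test in edgeR. The recovered fragments entered the voom fits, but DESeq2, which the paper used, was not tried on them. The fit on all 12 libraries and principal components of counts per library size were not run either. Tests of genes for a difference between tissues were not run, and only the mitochondrial share was tested between the tissues. The depth limits genes with few fragments, such as *Tnf* in the liver with at most 9 and *Il6* in the colon with at most 42 in a library.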

Differences from the paper's values

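The paper gives 558 up-regulated genes in the liver, where 140 were called here. Among the alternatives set before the data were examined, leaving out DSS replicate 3 gave 688, within 1.5 times the paper's 558, but the same setting gave 1126 down-regulated genes against the paper's 166, where 156 were called with all mice. All the others did not come within it: voom on recovered fragments (200), no filter (19), a mean of at least 10 fragments (141), no fold change threshold (197), the replicate block (13), a pseudocount of 0.1 (238), and leaving out CON replicate 1 (7), CON replicate 3 (6), CON replicate 4 (4), DSS replicate 1 (38) or DSS replicate 4 (14).

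The paper gives 744 down-regulated genes in the colon, where 1249 were called here. Among the alternatives set before the data were examined, no filter (955) and leaving out CON replicate 2 (709), CON replicate 4 (744), DSS replicate 1 (878) or DSS replicate 3 (1049) came within 1.5 times the paper's 744. Voom on recovered fragments (1582), a mean of at least 10 fragments (1209), no fold change threshold (2232), the replicate block (448), a pseudocount of 0.1 (1569) and leaving out CON replicate 3 (1263) or DSS replicate 2 (1588) did not. Rescaling to nuclear fragments, chosen after seeing the values, gave 935. For up-regulated colon genes the paper gives 1660, and the 1302 called here came within 1.5 times of it. Of the planned settings that came within it for the down-regulated genes, leaving out DSS replicate 3 (1327) also did so for these. No filter (1017) and leaving out CON replicate 2 (785), CON replicate 4 (853) or DSS replicate 1 (982) did not.

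The paper reports more up-regulated than down-regulated genes in both tissues, while the liver calls here had more down-regulated genes (156 against 140). More up-regulated genes were called in the liver by voom (200 and 180), by a pseudocount of 0.1 (238 and 172) and, among the settings chosen after seeing the values, by rescaling to library totals (153 and 78) or to nuclear fragments (140 and 88) and by voom with at least 10 fragments (188 and 148).

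Of the genes that the paper reports as altered in the liver by RNA-Seq and qRT-PCR, *Mapk13*, *Tnfaip3*, *Cxcl2*, *Il1b*, *Fabp2* and *Elovl5* were not called, and were called without DSS replicate 3. *Cxcl1*, which the paper also labels in Fig. 2C, was not called, and was called without DSS replicate 3 and with a pseudocount of 0.1. *Tnf* was under the filter in the liver, was tested only in the setting without a filter and was not called there. In the colon, *Tnf* and *Cxcl5* were not called, and were called without DSS replicate 1. *Cxcl3* was under the filter and was not called in the settings that tested it, which were no filter, a mean of at least 10 fragments and, chosen after seeing the values, voom with at least 10 fragments. *Il6* was under the filter, and voom with at least 10 fragments, chosen after seeing the values, called it.

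The paper ranks *Cxcl2* as the most increased of its qRT-PCR genes in both tissues. In the liver libraries *Cxcl1* had the larger log2 fold change (4.30 against 1.04), also with voom (4.98 against 3.47) and with a pseudocount of 0.1 (4.87 against 2.56). In the colon *Cxcl1* had 2.24 and *Cxcl2* 1.82, whereas voom (5.17 for *Cxcl2* against 3.58), a pseudocount of 0.1 (4.09 against 3.37) and voom with at least 10 fragments, chosen after seeing the values (5.17 against 3.58), put *Cxcl2* first.

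Of the 31 genes that Supplementary File 1 lists for the 4 immune response pathways of the liver, 25 were not called. Of these, leaving out DSS replicate 3 called 17, a pseudocount of 0.1 called 2, voom 1, and the rescaling to library totals and voom with at least 10 fragments, both chosen after seeing the values, 1 each. The 3 uncalled genes of the lipid pathways were called without DSS replicate 3. Of the genes of Supplementary File 3, 24 immune response genes were not called, of which leaving out DSS replicate 3 called 21, a pseudocount of 0.1 called 3, voom 1, and the rescaling to library totals and voom with at least 10 fragments, chosen after seeing the values, 1 each. The 4 uncalled lipid metabolism genes of that file were called without DSS replicate 3. The paper takes these genes from its top 250, and here 15 of the 41 immune response genes and 11 of the 17 lipid metabolism genes ranked there, as did 15 of 24 and 8 of 13 in the colon.

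Of the 59 genes in Fig. 5D–G, 18 were not called. Voom called 4 of them, and 3 each were called without DSS replicate 1 and without DSS replicate 2, 2 with a pseudocount of 0.1, and 1 each without a fold change threshold and without CON replicate 3. Among the settings chosen after seeing the values, voom with at least 10 fragments called 8 and the rescaling to nuclear fragments 1. Of the 21 genes listed for “Cell cycle” and “DNA replication”, 5 were not called. Voom, no fold change threshold and a pseudocount of 0.1 called 4 of them each, leaving out CON replicate 3 called 3, and leaving out DSS replicate 1, 2 or 3 called 1 each. Of the settings chosen after seeing the values, voom with at least 10 fragments called 4 and TMM factors 1. In the colon part of the microbe correlations, 1 of the 24 immune response genes was not called, with a log2 fold change of 0.99. It was called by voom, without a fold change threshold, with a pseudocount of 0.1, without CON replicate 2, DSS replicate 1 or DSS replicate 2 and, among the settings chosen after seeing the values, by the rescalings to library totals and to nuclear fragments and by voom with at least 10 fragments.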

Other observations

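The tests of the depth and the response of DSS replicate 3 in the liver, of the adipocyte genes, of GC content and of the correlations with genera were chosen only after the result was seen. The others in this part were chosen before, but the rule for the female-biased genes was changed after their values were seen, from dropping the explanation to leaving it undecided.

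In the liver, 1 of the 10 splits of the 6 mice into 3 and 3, the real split, gave as many called genes (296). The other 9 gave 0, with 65 to 972 genes at an unadjusted p-value under 0.05 against 3604 in the real split. Of them, 3 part all 3 pairs of same-numbered mice as the real split does, and had 313, 875 and 250 such genes. In the colon too, 1 of the 10 splits, the real split, gave as many called genes (2551). The other 9 gave 0, with 70 to 1613 genes at an unadjusted p-value under 0.05 against 6813, and the 3 that part both same-numbered pairs had 70, 300.0 and 215. With 10 splits the share cannot fall under 0.1, so these counts cannot exclude a grouping by chance.

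Many of the largest decreases in the liver are of genes higher in male mice, such as *Elovl3*, *Cyp4a12a*, *Cyp4a12b* and the *Mup* genes. Of 20 male-biased genes, 20 were lower in the DSS mice, by a mean of -3.22 (adjusted p = 0.000140 in the gene set test of limma, 0.000131 to 0.0127 over the alternatives). A difference of sex between the groups was tested with Y-linked genes, whose mean log2 fold change was 0.05 (shifts of 0.29, -0.06 and -0.06 in the DSS mice), and they were present in both groups, so the groups did not differ in sex. A loss of the male expression program was tested with female-biased genes, which would then rise. Of these 6 were higher and 5 lower, with a mean of -0.04 and shifts of -0.76, 1.21 and -0.58 in DSS replicates 1, 3 and 4, so the test did not decide. Without DSS replicate 3, the female-biased genes were lower by a mean of -0.67 (adjusted p = 0.00441 in limma, 0.00441 to 0.933 over the alternatives), the opposite of what a loss of the male program would give. Over all mice, such a loss cannot be told apart from a change of the male-biased genes alone. *Elovl3*, *Cyp4a12a* and *Cyp4a12b* belong both to this set and to the lipid pathways of the paper.

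Reduced food intake was tested as an explanation for the lower lipid metabolism genes. Fasting would raise the targets of PPARα, but 13 of 15 were lower, with a mean log2 fold change of -0.78 (adjusted p = 0.112 in limma). A rise of these targets was thus not seen. The set did not pass the threshold, and a lowering of the same targets for another reason could hide a rise. The test therefore does not exclude reduced food intake. Sampling at different times of day was tested with clock genes. A difference in time would shift morning and evening genes in opposite directions in both tissues. In the colon, evening genes moved by 0.93 (10 of 10 higher, adjusted p = 0.164 in limma, 0.00963 to 0.548 over the alternatives) and morning genes by 0.09 (2 of 5 higher, adjusted p = 0.906). In the liver, evening genes moved by 0.13 (4 of 8 higher, adjusted p = 0.823) and morning genes by -0.36 (5 of 5 lower, adjusted p = 0.0303, and 0.0221 to 0.157 over the alternatives). The pattern is not the same in the tissues, but the lower morning genes of the liver leave a difference in time of day open.

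DSS replicate 3 of the liver lay nearer to the CON mice than the other DSS mice did. Lower depth was tested as an explanation, but this library had the most fragments of the liver, 18525561. A smaller response of the same genes was tested by its changes against the mean of DSS replicates 1 and 4 across genes, with a slope of 0.26 (correlation 0.452), whereas DSS replicate 4 against DSS replicate 1 had a slope of 0.759 (correlation 0.798). All of these changes were taken against the same CON mice, which by itself can make a slope positive. No slope without a response was computed for comparison. The slope of 0.26 could come from a response that was smaller on average over genes, but it leaves open how much was shared. The male-biased genes fell by nearly as much in this mouse (-2.79) as in DSS replicates 1 and 4 (-3.39 and -3.48). The female-biased genes moved the other way, and so did the genes of cholesterol synthesis (1.06 against -1.18 and -0.40). On the second principal component this mouse lay at 43.7, against -8.35 and -4.40. A smaller response of the same genes thus does not account for all of the difference, since the female-biased and cholesterol synthesis genes differed in direction, and the reason for this was not tested. The paper names differences in the sensitivity of mice to DSS as a possible source of the variation.

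Adipocyte genes were higher in the DSS colons by a mean of 2.28 on the log2 scale (6 of 6 genes, adjusted p = 0.141 in limma). The shifts of 4.53, 0.42 and 1.89 in DSS replicates 1, 2 and 3 had an SD of 2.08, as fat attached to some of the pieces could give. Erythroid genes of the colon were also much lower in DSS replicate 2 (3.35, 0.26 and 2.31), whereas enteric neuron genes rose evenly (2.54, 2.26 and 2.31). The SD therefore does not single out attached fat. Such fat may also enter the genes of “PPAR signaling pathway” in the colon, of which 8 of 10 tested genes were called up-regulated.

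GC content was tested as an explanation for the calls. The rank correlation of the log2 fold change with GC content was 0.0414 in the liver and 0.120 in the colon, and with a correction for it 307 genes were called in the liver against 296 without it, and 2406 in the colon against 2551. Of the genes called without the correction, 127 of 140 up-regulated and 143 of 156 down-regulated ones stayed called in the liver, and 1064 of 1302 and 1148 of 1249 in the colon, so GC content does not account for most of them.

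The correlations between genes and genera in Supplementary Files 3 and 4 were compared with what the separation of the groups alone gives. Of 1615 pairs, with the values that the file repeats for a genus counted once, 357 or 22.1% exceeded 0.85 in size, and 88.2% of the values lie on the steps that ranks of 6 samples allow. When CON and DSS do not overlap in either measure and the order within them is random, 25% of pairs exceed 0.85, the mean size is 0.771 and the smallest 0.543, whereas with no constraint 3.33% exceed it. In the files the smallest size is 0.0286, and 92.8% of pairs reach 0.543, so the remaining pairs go against full separation in both measures. The share of 22.1% past 0.85 is consistent with the separation of the groups alone, and such strong correlations cannot be told apart from a shared response to DSS.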
